# *Mir-132/212* is required for maturation of binocular matching of orientation preference and depth perception

**DOI:** 10.1038/ncomms15488

**Published:** 2017-05-23

**Authors:** Raffaele Mazziotti, Laura Baroncelli, Nicholas Ceglia, Gabriele Chelini, Grazia Della Sala, Christophe Magnan, Debora Napoli, Elena Putignano, Davide Silingardi, Jonida Tola, Paola Tognini, J. Simon C. Arthur, Pierre Baldi, Tommaso Pizzorusso

## Abstract

MicroRNAs (miRNAs) are known to mediate post-transcriptional gene regulation, but their role in postnatal brain development is still poorly explored. We show that the expression of many miRNAs is dramatically regulated during functional maturation of the mouse visual cortex with miR-132/212 family being one of the top upregulated miRNAs. Age-downregulated transcripts are significantly enriched in miR-132/miR-212 putative targets and in genes upregulated in *miR-132/212* null mice. At a functional level, *miR-132/212* deletion affects development of receptive fields of cortical neurons determining a specific impairment of binocular matching of orientation preference, but leaving orientation and direction selectivity unaltered. This deficit is associated with reduced depth perception in the visual cliff test. Deletion of *miR-132/212* from forebrain excitatory neurons replicates the binocular matching deficits. Thus, miR-132/212 family shapes the age-dependent transcriptome of the visual cortex during a specific developmental window resulting in maturation of binocular cortical cells and depth perception.

## Abstract (web summary)

miR-132/212 has been implicated in ocular dominance plasticity during the critical period. Here the authors show that miR-132/212 regulates the expression of genes involved in visual cortex maturation, and that mice lack miR-132/212 show deficits in binocular matching of orientation preferences, which leads to impaired depth perception.

MicroRNAs (miRNAs) are an endogenous class of small non-coding RNAs that regulate gene expression by causing degradation or translational repression of their target messenger RNAs (mRNAs)^1^. In the last decades, miRNAs have been involved in the physiology of all tissues through the control of a wide variety of signalling pathways. At cerebral level, miRNAs have been mainly studied during early phases of development^2^ or in models of neuropathological disease^3^ and neural plasticity^4^,^5^,^6^,^7^. Recent evidence has demonstrated that visual experience is able to influence cortical levels of specific miRNAs^8^,^9^ and that tight regulation of miR-132 levels is required for ocular dominance (OD) plasticity during a sensitive period of development^8^,^9^,^10^,^11^. However, neither miR-132 nor other miRNAs have ever been investigated in the context of physiological maturation of cortical functions. Studies performed in rodents have shown that visual cortical neurons display functional properties, such as orientation and direction selectivity, emerging during early windows of development and relatively insensitive to visual experience^12^,^13^,^14^,^15^, whereas other properties mature later during development and are more sensitive to the visual input^13^,^16^,^17^,^18^. A remarkable example is the binocular matching of orientation preference that develops during the critical period (CP) for OD plasticity and is strongly dependent on visual experience^19^,^20^,^21^,^22^,^23^. Indeed, before CP opening neuronal visual responses show a different preferred orientation between the two eyes that gradually matches during the CP. Eventually, adult cortical neurons show similar orientation preference for the two eyes, albeit some misaligned cells can persist^19^,^24^,^25^. We reasoned that miRNAs undergoing developmentally regulated expression during this period of functional maturation are likely candidates as key molecular mediators of cortical development. Thus, we analysed miRNAs regulated during visual cortical development by performing an RNA sequencing analysis of miRNAs expressed in the visual cortex immediately before eye opening (P10) and when molecular mechanisms underlying development of mouse visual function are fully engaged (P28; refs 12, 14, 15, 18, 19). To investigate miRNA targets, mRNAs from the same samples were also analysed. We found that many miRNAs undergo a strong expression change during this period of development. In particular, miR-132 family, represented by miR-132-3p and miR-212-5p, was one of the top three upregulated miRNAs with a corresponding significant downregulation of its putative target mRNAs. Therefore, we decided to study age-dependent transcriptomic regulation and the development of visual cortical receptive fields (RF) in mice with deletion of the genomic locus coding for both miR-132 and miR-212 (ref. 26). These mice showed an upregulation of miR-132/212 targets that are normally downregulated with age, and displayed a selective impairment in the binocular matching of orientation preference of cortical units similar to that observed in monocularly deprived (MD) wild-type (wt) mice. Strikingly, the same effect was present when *miR-132/212* was selectively deleted in the excitatory neurons of the forebrain. From a behavioural point of view, *miR-132/212* null animals exhibited impaired depth perception in the visual cliff test. Finally, the deficit in binocular matching and stereoscopic vision was still persistent in adult *miR-132/212* null mice suggesting that miR-132/212 is necessary to orchestrate the adaptive refinement of visual circuits during a specific sensitive period of development.

## Results

### MiR-132 affects age-dependent visual cortical transcriptome

To investigate miRNA expression during postnatal development we performed RNA sequencing of small RNAs extracted from the visual cortex of P10 and P28 mice. A total of 176,228,828 raw reads were generated. On average 94.5% (s.d.=0.64) of the reads could be aligned. 2,164 isomiRs (Supplementary Data 1) and 299 precursors (Supplementary Data 1 and Fig. 1a) were found to have age-regulated expression. Mir-29a, miR-219, miR-338 and miR-132 were the miRNAs undergoing the strongest upregulation during development, a result confirmed by reverse transcription PCR (Supplementary Fig. 1) and in agreement with previous data^8^, whereas miR-298, miR-149 and miR-331 were the top downregulated miRNAs. The corresponding miRNA families were also the strongest regulated families (Supplementary Data 1). Among the members of the miR-132 family, miR-132-3p and miR-212-5p were the only miRNAs represented at high levels.

Then, we investigated the impact of developmental regulation of miR-132-3p and miR-212-5p on gene expression by analysing the transcriptome in the same samples used for the small RNA sequencing. 

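Visual cortex of wild-type C57BL6J mice of both sexes was sampled at postnatal day 10 (P10-wt, 4 libraries) and day 28 (P28-wt, 4 libraries), and its RNA was sequenced. The authors extracted total RNA with QIAzol, prepared TruSeq RNA libraries and aligned paired-end reads to the mouse genome (build mm10) with RefSeq gene models. They left out reads that mapped to several places and computed RPKM, the reads per kilobase of exon model scaled to the mapped reads of the library. The paper's methods state about 30 M reads per sample, and the deposited table lists 23881 genes with 1 RPKM value per library and no read counts, so no counting interval is given. Between 17684 and 19006 genes were above 0 in the P10-wt libraries and between 17092 and 18000 in the P28-wt libraries. The RPKM of a library summed to 265014 to 269601 at P10 and to 265427 to 293066 at P28. The comparison by age took the 13927 genes with a mean RPKM of at least 0.5 over the 12 libraries of the experiment, which include those of the mutant. Each gene was tested on log2(RPKM + 0.1) with limma's moderated test and its trend on mean expression, and was called at a Benjamini-Hochberg adjusted p under 0.05. The first principal component held 70.9% of the variance and parted the P10 from the P28 libraries. Library 103R of P10-wt lay at -79.03 on it, beyond the other 3 P10-wt libraries at -56.9 to -55.3.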

4,339 genes were significantly upregulated and 5,429 genes were downregulated in the P28 visual cortex with respect to the P10 cortex (Supplementary Data 2). 

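Genes of myelin, Pvalb and Arc were among the genes with the largest increases between P10 and P28, and Dpysl3, Dpysl5 and Draxin, genes of axon growth, among those with the largest decreases. At an adjusted p under 0.05 from limma, 3719 of the 13927 genes tested were higher at P28 and 4344 were lower. Without library 103R, which stood apart among the P10-wt libraries, 3579 were higher and 4098 lower. Among the 10 higher genes named by the rule of largest fold change were Opalin, Mal, Mobp, Ermn and Mag, which encode myelin or oligodendrocyte proteins, and Nkx6-2, an oligodendrocyte transcription factor. Mal, a proteolipid of myelin, lies on chromosome 2 from 127633226 to 127656695. Its RPKM was 0.891 ± 0.100 (SD, n = 4) at P10 and 101 ± 9.62 (SD, n = 4) at P28, a log2 fold change of 6.67 (standard error 0.10, adjusted p = 9.2e-11). Opalin had the largest log2 fold change, 7.13 (standard error 0.28, adjusted p = 8.64e-08). Its mean at P10 was 0.0528 RPKM, below the 0.1 added before taking the log. Pvalb, which encodes the calcium-binding protein of fast-spiking interneurons, rose from 0.839 ± 0.469 to 35.3 ± 9.17 RPKM, and Arc, an immediate early gene of synaptic plasticity, from 4.59 ± 1.41 to 191 ± 94.3 RPKM. Igfn1, also among these genes, had a log2 fold change of 5.62.
Of the 10 lower genes named by the same rule, Dpysl3 and Dpysl5 encode collapsin response mediator proteins of the growth cone, and Draxin encodes a repulsive guidance protein. Dpysl3, on chromosome 18 from 43320979 to 43438286, fell from 306 ± 105 RPKM (SD, n = 4) to 8.07 ± 0.988 (SD, n = 4), a log2 fold change of -5.18 (standard error 0.19, adjusted p = 6e-08). St8sia2, which makes the polysialic acid of young neurons, had a log2 fold change of -4.62, and Cd24a, a cell surface protein of young neurons, one of -5.11. The others were Nts (-5.09), Trim67 (-5.03), Trpa1 (-4.64), Mapk15 (-3.99) and P2rx2 (-3.80). At P10 the SD was about as large as the mean for St8sia2 (19.2 ± 18.0 RPKM, SD, n = 4), Nts (14.1 ± 14.0) and Draxin (4.39 ± 5.13). Trpa1, P2rx2 and Draxin had means of 0.0333, 0.0809 and 0.113 RPKM at P28, so their fold changes depend on the 0.1 added before the log. Among genes fixed beforehand, Slc12a5, the chloride exporter of mature neurons, rose by a log2 fold change of 0.90 (standard error 0.15, adjusted p = 0.000444), and Bdnf, a neurotrophin, by 1.27 (standard error 0.17, adjusted p = 0.000112). Slc12a2, a chloride importer of young neurons, also rose, by 0.35 (standard error 0.09, adjusted p = 0.00795), and by 0.67 with a trend on GC content and transcript length removed. Grin2b, a juvenile NMDA receptor subunit, fell by 1.95 on the log2 scale (standard error 0.39, adjusted p = 0.00175). Grin2a, the subunit of the mature receptor, had a log2 fold change of -0.02 (standard error 0.41, adjusted p = 0.966), with a sign that changed under other scalings. In 7596 genes (54.5%) no P10-wt library overlapped a P28-wt library, where chance gives 2.86%.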

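Markers of cell types, listed before the data were examined, moved by type. Of 20 measured genes of myelin and oligodendrocytes, 19 rose and none fell (adjusted p = 0.384 from camera with an estimated correlation between genes), Trf from 4.53 ± 0.659 to 58.6 ± 3.98 RPKM (SD, n = 4). Of 10 genes of oligodendrocyte precursors, 7 fell, such as Pdgfra (log2 fold change -1.21) and Vcan (-2.40), and Olig1 and Neu4 rose (adjusted p = 0.384). Of 16 microglial genes, 15 rose, among them the complement genes C1qb and C1qc (1.02) and the receptor Trem2 (1.22) (adjusted p = 0.416). Of 18 astrocyte genes, 10 rose, such as Gjb6 (1.99), Aldoc (1.71) and S100b (2.36), while Aqp4, the water channel, fell by 0.86 on the log2 scale (adjusted p = 0.627). Of 13 genes of parvalbumin interneurons, 9 rose, including Gad1 (1.12) and the potassium channel gene Kcna1 (1.73), and Lhx6 and Erbb4 fell (adjusted p = 0.416). Of 13 genes of other interneurons, 8 rose, such as Npy (1.60) and Cck (1.96), and 5 fell, such as Reln (-1.88).
Among 15 endothelial genes, 4 rose, such as Slc2a1, the glucose transporter of the blood-brain barrier (1.27), and 5 fell, such as Kdr (-1.36). Of 16 genes of pericytes, vascular muscle and meninges, 9 fell, such as Col3a1 (-2.46) and Dcn (-1.41), and Mgp rose. Of 13 genes of upper layers, 6 rose and 4 fell, of 12 genes of layer 5, 3 rose and 4 fell, and of 16 genes of layer 6 and subplate, 2 rose and 8 fell, such as Ntsr1 (-2.10). Genes of neighbouring regions gave 3 higher and 6 lower of 11 for striatum, 2 and 3 of 7 for hippocampus, and 1 and 4 of 9 for thalamus. Of 3 choroid plexus genes, Ttr rose and Kcnj13 and Sostdc1 fell. None of 4 blood cell genes and none of 5 sex-linked genes passed. Of 7 genes of nuclear RNA and RNA quality, Neat1 (1.57), Malat1 (0.81) and Snhg11 (0.76) rose and Miat (-0.38) fell. The counts were equal when adjusted over the list alone, except for parvalbumin interneurons with 10 higher and thalamus with 2 higher and 5 lower. The 5 lists with a p in brackets had passed camera with the preset correlation of 0.01, and none of them passed with the estimated one. Another test, fry, does not compare a list with other genes. Its adjusted p for these lists was 2.87e-05 (myelin), 4e-05 (oligodendrocyte precursors), 0.000897 (microglia), 0.0113 (astrocytes) and 0.000475 (parvalbumin interneurons). Olig1, Neu4, Aqp4, Lhx6, Erbb4 and Mgp, which went against their list, were chosen after their values were seen.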

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (Fig. 1b,c) revealed that some pathways were in common between upregulated (Supplementary Data 2) and downregulated (Supplementary Data 2) genes, whereas other pathways were significantly enriched only in one of these groups. 

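Between P10 and P28 most measured genes of axon growth, cell division, cholesterol synthesis and chromatin fell and most of activity, the clock and lysosomes rose, while as lists none of them passed camera with an estimated correlation. Of 40 genes of axon growth and guidance, 33 fell and none rose (adjusted p = 0.384 from camera with an estimated correlation). Dpysl5 went from 186 ± 43.0 to 7.82 ± 0.792 RPKM (SD, n = 4), Stmn2, a tubulin-binding protein of growing axons, from 811 ± 53.1 to 185 ± 18.3, and Tubb2b, a neuronal tubulin, from 614 ± 234 to 42.4 ± 4.41. Library 103R of P10-wt had a mean log2 of 5.12 over this list against 4.79 to 4.84 in the other 3, and without it 32 genes fell and 1 rose. Of 19 genes of the cell cycle and DNA replication, 17 fell, such as Mcm6 (log2 fold change -1.71), Cdk1 and Top2a (-2.74) (adjusted p = 0.384). Of 22 genes of cholesterol synthesis, 21 fell, among them Hmgcs1 (-1.59) and Sqle (-1.70), and Ebp rose (adjusted p = 0.384). Of 29 chromatin and transcription regulators of neurodevelopment, 23 fell, such as Tet1 (-1.93), Dnmt3a (-1.15) and Tcf4 (-1.16), and Tet2 rose (adjusted p = 0.384). Their mean log2 in 103R was 3.90 against 3.63 to 3.67, and without it 22 fell and 2 rose. Of 24 cytosolic ribosomal protein genes, 15 fell, such as Rplp0 (-1.05) (adjusted p = 0.627).
Of 21 activity-induced immediate early genes, 18 rose, such as Npas4 (3.44), Egr2 (4.76) and Btg2 (3.17), and Nr4a3 fell (adjusted p = 0.402). Of 21 circadian clock genes, 15 rose, among them Per2 (1.73) and Dbp (2.52), and Csnk1e fell (adjusted p = 0.384). Of 22 lysosomal genes, 15 rose, such as the protease gene Ctsd (0.81) and the glucosidase gene Gaa (1.24), and Ctsl fell (adjusted p = 0.384). Of 23 genes of presynaptic vesicle release, 13 rose, such as Snap25, from 355 ± 59.1 to 1073 ± 99.4 RPKM, and Vamp1 (2.52), and 3 fell (adjusted p = 0.627). Of 22 sodium and potassium channel genes, 14 rose, such as Scn4b (3.65), and 6 fell, such as Scn3a (-1.37), a fetal sodium channel (adjusted p = 0.627). Library 103R was low on both lists, with a mean log2 of 5.63 against 6.05 to 6.10 and of 3.35 against 3.62 to 3.67. Without it, 13 and 14 genes rose, as with it. Of 24 genes of mitochondrial respiration, 12 rose, such as Sdha (0.68) (adjusted p = 0.643).
Lists that went both ways were glutamate receptors (5 higher and 10 lower of 22), GABA receptors and chloride transporters (6 and 5 of 16), perineuronal net and matrix (3 and 5 of 10), neurotrophins and their receptors (4 and 5 of 12), MAPK and Ras signalling (9 and 9 of 25) and PI3K, Akt and mTOR signalling (4 and 11 of 23). Among receptor subunits, Gabrd rose by 2.44 and Grin2c by 2.52 on the log2 scale, while Gabra5 (-1.71) and Grin3a (-1.82) fell. In the matrix, Hapln4, a link protein of perineuronal nets, rose from 0.650 ± 0.100 to 24.2 ± 3.53 RPKM and Tnc, a matrix protein of the young brain, fell from 13.3 ± 5.46 to 1.00 ± 0.197 RPKM. When adjusted over the list alone, 16 genes of vesicle release were higher, and 26 chromatin regulators and 16 ribosomal genes lower, with the other counts equal. With a preset correlation of 0.01, camera called 16 of the 36 lists, and with an estimated correlation it called 0. Adjusted p from fry was 3.77e-05 for axon growth, 0.000126 for the cell cycle, 6.72e-05 for cholesterol synthesis and 0.000118 for chromatin. It was 0.00023 for immediate early genes, 0.000133 for the clock and 0.000118 for lysosomes. Some lists that went both ways also passed fry, such as MAPK and Ras signalling (0.0105), and mitochondrial respiration did not (0.065). Ebp, Tet2, Nr4a3, Csnk1e and Ctsl, which went against their list, were chosen after their values were seen.

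**Figure D1:**
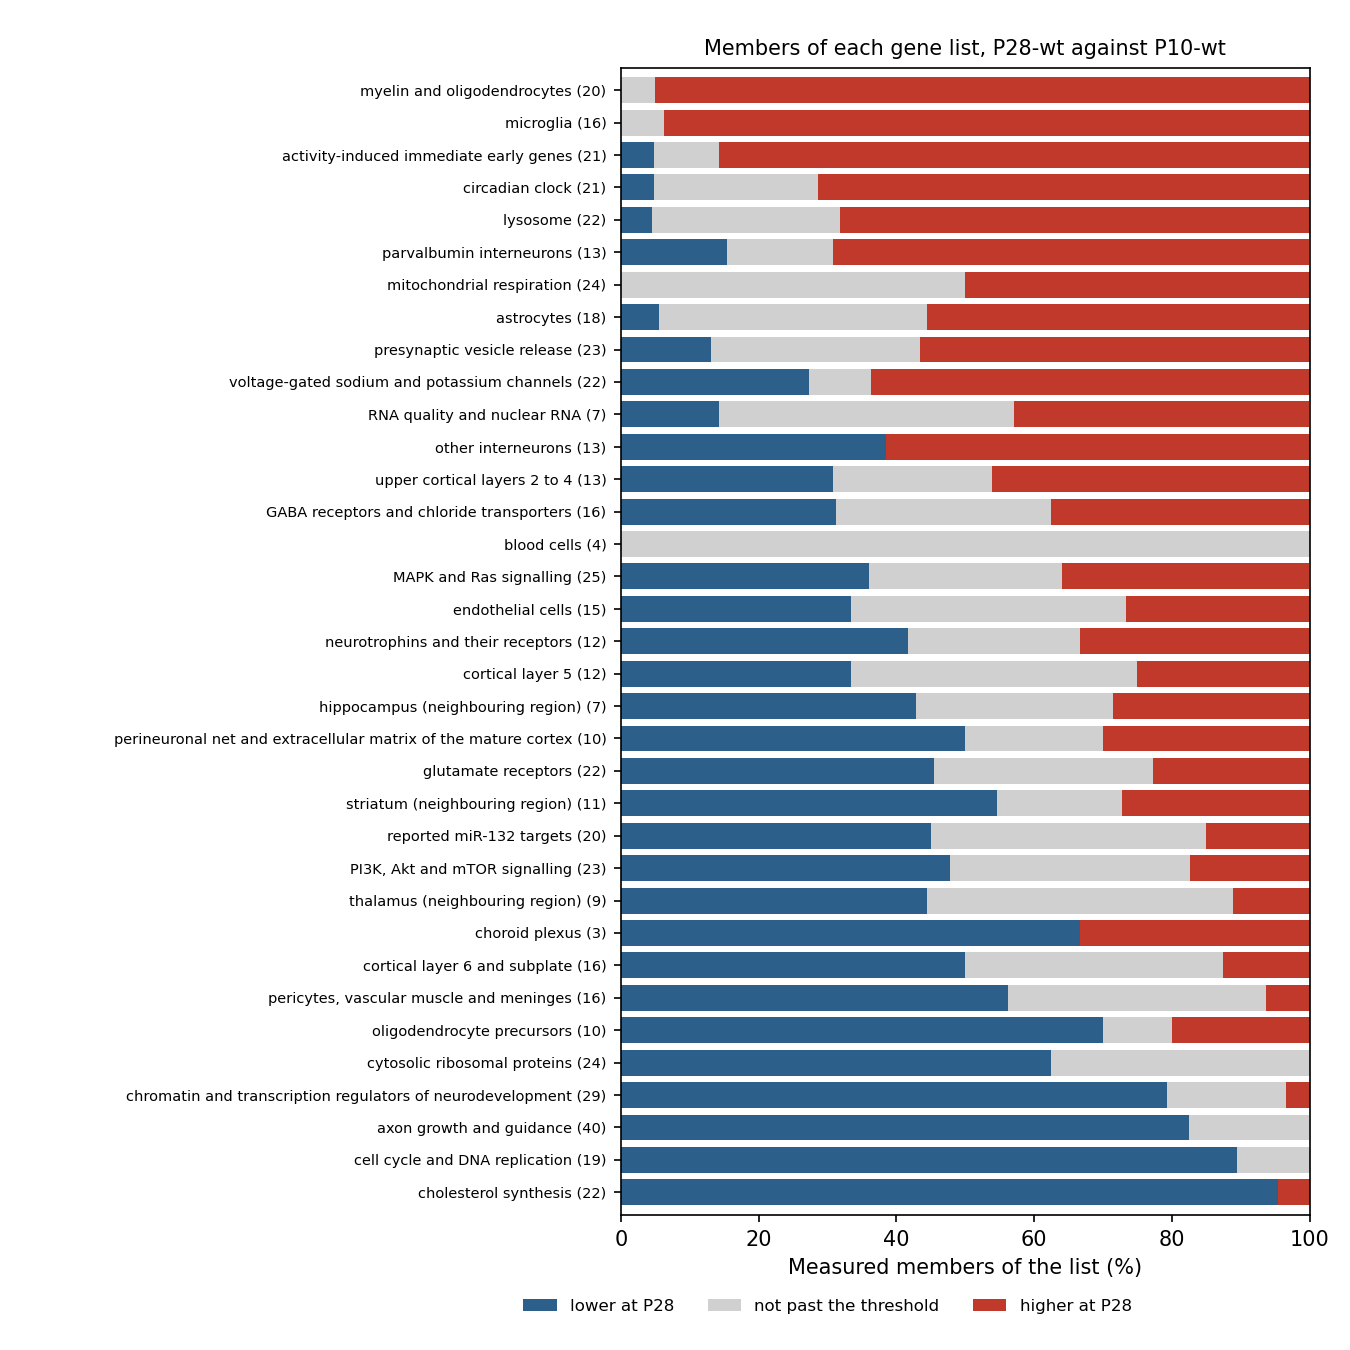
Share of the measured members of each gene list (horizontal axis, %) that were lower at P28 (blue), not past the threshold (grey) or higher at P28 (red), P28-wt against P10-wt. The number of measured members stands in brackets. Myelin and oligodendrocytes has 19 of 20 members higher and cholesterol synthesis 21 of 22 lower.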

Many pathways previously involved in cortical development and plasticity were affected^27^,^28^,^29^,^30^,^31^ strengthening the predictive validity of our analysis. Indeed, MAPK signalling, neurotrophin signalling, glutamatergic synapse, neuroactive ligand-receptor interaction, insulin signalling pathways were significantly enriched in both upregulated and downregulated genes; regulation of actin cytoskeleton, circadian rhythm—mammal and chemokine signalling pathways were present only in upregulated genes; axon guidance, RNA transport, gap junction, long-term potentiation, long-term depression and mTOR signalling pathways were present only in the downregulated genes. 

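Members of the pathways named by the paper were taken from its own KEGG sheets of Supplementary Data 2, which were drawn up on these samples, so their counts describe the pathways and are not independent evidence. In long-term potentiation, 19 of 20 measured members fell with age, such as the calcium-dependent kinase gene Camk4 (log2 fold change -1.19, standard error 0.11) and Nras (-1.11, standard error 0.07). In axon guidance, 58 of 63 fell and none rose, with Met (-2.43) and L1cam (-1.77) among them. In gap junction, 31 of 33 fell, led by tubulin genes such as Tuba1a, from 1435 to 319 mean RPKM, and in RNA transport 57 of 60 fell, such as Pabpc1 (-0.92). Long-term depression had 21 of 25 members lower and mTOR signalling 15 of 17, such as the autophagy kinase gene Ulk2 (-0.89). All 10 measured members of the circadian rhythm pathway rose, Bhlhe40 by 2.14 and Per3 by 1.66 on the log2 scale. For neuroactive ligand-receptor interaction, of which the sheets held here list 50 genes, all from the genes higher with age, 38 of 42 rose, such as the histamine receptor gene Hrh3 (2.49).
The remaining pathways held members of both directions. MAPK signalling had 56 higher and 54 lower of 118, neurotrophin signalling 26 and 45 of 75, glutamatergic synapse 30 and 40 of 74, and insulin signalling 23 and 41 of 68. Regulation of actin cytoskeleton had 45 higher and 60 lower of 111, with Gsn, which severs actin filaments, at 3.17 and Rac3, a small GTPase, at -3.02. Chemokine signalling had 31 higher and 42 lower of 80. These calls are those of limma at an adjusted p under 0.05. The paper's sheets list 108 categories for the genes higher with age and 114 for those lower, with 50 in both, and the gene cells of MAPK signalling, actin cytoskeleton, axon guidance and RNA transport are shortened, so the members of these 4 are incomplete.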

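Supplementary Data 2 lists genes that are predicted targets of several miRNAs, and the study picked them on these samples, so their direction is not independent evidence. Of 493 genes listed as higher at P28 and targeted by miRNAs that changed with age, 477 were measured, 440 rose, none fell and 37 did not pass limma's adjusted threshold. Adra1d, an adrenergic receptor gene predicted as a target of 20 miRNAs, had a log2 fold change of 2.80 (standard error 0.17, adjusted p = 1.15e-06), and Abr, also with 20, one of 0.42 (standard error 0.08, adjusted p = 0.00147). Npas4, an activity-dependent transcription factor gene in this sheet, rose by 3.44 on the log2 scale. Of 372 genes listed as lower, 357 were measured, 342 fell and none rose, with 15 not passing. Add3, an adducin of the membrane skeleton, is listed with 13 miRNAs and had a log2 fold change of -0.56 (standard error 0.08, adjusted p = 0.000293). Runx1t1, a transcriptional corepressor gene listed with 11, fell by 1.46 on the log2 scale, and Nfib, a transcription factor gene also listed with 11, by 0.81. Of the 372, 95 are listed with miR-132-3p and 34 with miR-212-5p.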

Many of the developmentally regulated genes were predicted targets of multiple miRNAs (Supplementary Data 2). 

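The 181 genes that the study lists as predicted targets of miR-132-3p and lower with age include Dpysl3, Sox5 and Sox11. Of these, 176 were measured, 165 fell between P10 and P28 at an adjusted p under 0.05 from limma, none rose and 11 did not pass. Adjusted over the list alone, 173 fell, which is not independent evidence, since the study picked the list on these samples. Their median log2 fold change was -0.68. Gnb4, a G protein subunit gene, had a log2 fold change of -1.43 (standard error 0.08, adjusted p = 5.57e-07), and Lsm11, a histone pre-mRNA processing gene, and Nrep were among those with the smallest p. Library 103R of P10-wt had a mean log2 of 4.00 over these genes against 3.82 to 3.84 in the other 3 P10-wt libraries, and without it 156 fell. With a trend on GC content and transcript length removed, 123 fell at an adjusted p.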

Importantly, there was a highly significant and specific overlap between the predicted targets of miR-132-3p and the genes downregulated with age (Supplementary Data 2, 181 genes, odds ratio 2.10; Fisher exact test *P*<0.0001). MiR-212-5p targets were also significantly enriched in age-downregulated genes albeit with a minor odds ratio than miR-132-3p (Supplementary Data 2, 132 genes, odds ratio=1.74; Fisher exact test *P*<0.0001). This result is in agreement with the hypothesis that miR-132/212 age-regulated increase contributes to repress the expression of a significant number of genes during visual cortical development.

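Of the 132 listed targets of miR-212-5p, 126 were measured, 118 fell with age, none rose and 8 did not pass. The median log2 fold change was -0.63, and 123 fell when adjusted over the list alone, again on a list that the study picked on these samples. With a trend on GC content and transcript length removed, 95 fell at an adjusted p over all genes. Met, a receptor tyrosine kinase gene of cortical circuit development, fell by 2.43 on the log2 scale (standard error 0.14, adjusted p = 8.97e-07). Robo2, an axon guidance receptor gene, fell by 1.39 (standard error 0.10, adjusted p = 2.89e-06), and Soga1 by 2.13 (standard error 0.15, adjusted p = 2.34e-06).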

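The Mir132 and Mir212 entries of the RPKM table, which lie on chromosome 11 from 75173682 to 75173747 and from 75173388 to 75173478, both rose with age. Mir132 was at 0.610 ± 0.553 RPKM (SD, n = 4) in P10-wt and at 12.1 ± 2.05 (SD, n = 4) in P28-wt, a log2 fold change of 4.51 (standard error 0.53, adjusted p = 5.29e-05), and Mir212 at 0.794 ± 0.485 and 18.8 ± 4.46 RPKM (4.53, standard error 0.34, adjusted p = 2.91e-06). These are reads of long RNA at the locus, not of mature miRNA. The complete target lists of the study are not in the supplements used here, so seed matches were searched in the longest annotated 3' UTR of 13110 tested genes. The site GACTGTT, which pairs with the seed shared by miR-132-3p and miR-212-3p, was present in 1607 of them. Of these, 39.7% fell with age against 31.1% of the other genes (odds ratio 1.46, Fisher's exact test, p = 1.05e-11), and 22.3% rose against 27.2% (odds ratio 0.770, Fisher's exact test, p = 2.79e-05). Fisher's test counts genes as independent, which they are not. Camera on the genes with the site did not pass (p = 0.0883 with the preset correlation, 0.232 with an estimated one). With a trend on GC content and transcript length removed, 29.5% fell against 31.8% (odds ratio 0.898, Fisher's exact test, p = 0.0666). For the site of miR-212-5p, GCCAAGG, present in 1600 genes, 36.1% fell against 31.6% (odds ratio 1.22, Fisher's exact test, p = 0.000318), and with the trend removed 32.3% against 31.4% (odds ratio 1.04, Fisher's exact test, p = 0.455). The uncorrected shift of their median log2 fold change, -0.03, was 0.05 against genes of equal 3' UTR length and expression, -0.01 when matched on GC content too, and 0.02 with the trend removed. Genes with the miR-132-3p site also had longer 3' UTRs, with a median of 2339 bases against 982. Against genes without that site and of equal 3' UTR length and expression, their median log2 fold change was higher by 0.01. Against all genes without that site, it was higher by 0.05 with the trend on GC content and transcript length removed. Both are opposite in sign to the uncorrected shift of -0.09. From the enrichment of predicted targets among the genes downregulated with age, the paper proposes that the rise of miR-132 and miR-212 contributes to repressing many genes in the developing visual cortex.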

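Visual cortex of mice with a germ-line deletion of the locus of miR-132 and miR-212 was sampled at postnatal day 28 (P28-KO, 4 libraries) and compared with the 4 P28-wt libraries of the age experiment. The RPKM values were made as for the wild-type samples, and the comparison took the same 13927 genes and the same test. The RPKM of a P28-KO library summed to 256643 to 274763, and 17358 to 17881 genes were above 0. Mir132 was listed at 0 in all 4 P28-KO libraries and at 9.74 to 14.4 RPKM in P28-wt, and Mir212 at 0 and at 14.0 to 24.7 RPKM. Smg6, Hic1, Ovca2 and Dph1 are the nearest annotated genes at the locus, and none overlaps a hairpin. The 8 P28 libraries also differed among themselves in a trend with transcript length. Across genes, the log2 ratio of a library to the mean of the 8 had a correlation with log2 transcript length of -0.463 in library 158R, -0.349 in 152R and 0.310 in 144R, all P28-wt, and of 0.437 in 129R and 0.392 in 079R, both P28-KO. Genes are not independent replicates in such a correlation. The log2 fold change of P28-KO against P28-wt had a correlation with GC content of -0.391 across genes. In simulated data with the spread of each gene, 2.8% of changes of 0.25 on the log2 scale, 36.8% of changes of 0.5 and 82.2% of changes of 1 were recovered. The simulated noise was independent between genes and held no such trend, so it does not give the recovery in libraries that differ by a trend.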

To independently test this hypothesis, we performed RNA sequencing on P28 visual cortical samples obtained from mice with germ-line deletion of the *miR-132/212* locus. 

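The deleted miRNAs themselves were the 2 genes that passed in the mutant cortex. Mir132 had 12.1 ± 2.05 RPKM (SD, n = 4) in P28-wt and Mir212 18.8 ± 4.46 (SD, n = 4), and both were at 0 in P28-KO (adjusted p = 1.97e-09 for each from limma). No gene was higher in P28-KO and 2 were lower at an adjusted p under 0.05, and 594 were higher and 1130 lower at an unadjusted p under 0.05. Without library 152R these counts were 311 and 557, without 129R 313 and 584, without 079R 366 and 581, without 088R 898 and 1987, and without 144R 968 and 1524. A regularized test of the CyberT kind, the method the paper names, called 679 higher and 1024 lower at an unadjusted p under 0.05 and 2 higher and 3 lower after Benjamini-Hochberg adjustment. By the rule for named genes, the higher genes with the smallest p were named although they did not pass. Fzd4, a Wnt and norrin receptor of retinal and brain vessels, had 0.827 ± 0.141 RPKM (SD, n = 4) in P28-wt and 1.51 ± 0.083 in P28-KO, a log2 fold change of 0.81 (standard error 0.15, adjusted p = 0.382). Ptgs2, an activity-induced cyclooxygenase gene, had 3.89 ± 0.306 and 6.65 ± 1.48 RPKM (0.74, standard error 0.14, adjusted p = 0.382). Others of these 10 were Srrm2 (0.36), a splicing factor gene, Mid2 (0.40), Tdrd7 (0.38), F3 (0.37), the gene of tissue factor, Pcdhga10 (0.72), Tada2b (0.34), Rspo2 (0.67) and Paqr3 (0.49).
On the lower side, Ccdc61, a centrosomal gene, had the smallest p after the deleted miRNAs, with 5.14 ± 0.342 RPKM in P28-wt (log2 fold change in P28-KO -0.58, standard error 0.09, adjusted p = 0.247). Ptn, the growth factor pleiotrophin, had 148 ± 5.49 and 118 ± 3.71 RPKM (-0.32, standard error 0.07, adjusted p = 0.382). The remaining 8 were Cecr5 (-0.42), Repin1 (-0.42), Tmem215 (-0.56), Stk19 (-0.56), Fam109a (-0.52), Fam219aos (-0.36), Rspo1 (-0.75) and Tspan15 (-0.37). In 764 genes (5.49%) no P28-KO library overlapped a P28-wt library, where chance gives 2.86% on average. Genes vary together between libraries, and the overlap was not counted in other splits of the P28 libraries, so the 2 percentages do not set genotype apart from chance. At an unadjusted p, 6 of 35 splits of these libraries gave as many higher genes and 5 as many lower. Grin2b had 1.64 ± 1.04 RPKM in P28-wt and 3.18 ± 1.26 in P28-KO (1.06, standard error 0.44, adjusted p = 0.394), and its log2 fold change was 0.67 without library 158R. The study's list of 669 higher and 1029 lower genes, which end at an unadjusted p of 0.05, had 525 and 942 genes measured here, all with the direction of the list, and 382 and 737 of them were past an unadjusted p under 0.05 from limma.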

1698 genes were differentially expressed between mutant and wt mice (Supplementary Data 3). Intriguingly, KEGG pathway analysis revealed that 53 out of the 61 KEGG categories enriched with genes upregulated in *miR-132/212* null mice were also present in the KEGG categories downregulated during normal development, suggesting that a substantial part of the rearrangement in molecular pathways occurring during normal development is altered in *miR-132/212* mutants. Moreover, a significant enrichment in miR-132-3p targets was present in the genes upregulated in the *miR-132/212* mutant cortex (54 genes, odds ratio 5.07; Fisher exact test *P*<0.0001, Supplementary Data 3), whereas the enrichment in miR-212-5p targets was not significant (14 genes, odds ratio 1.50; Fisher exact test *P*=0.13, Supplementary Data 3). 

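The genes that recur most in the study's KEGG categories of genes upregulated in the mutant belong to Ras and PI3K signalling. Pik3ca, a catalytic subunit of PI3K, is printed in 34 of the 61 categories, and Braf, Sos1 and Sos2, which act in Ras signalling, in 23 each. Braf had 11.0 ± 1.03 RPKM (SD, n = 4) in P28-wt and 13.0 ± 1.00 in P28-KO, a log2 fold change of 0.24 (standard error 0.09, adjusted p = 0.394 from limma). Log2 fold changes of the others were 0.19 for Pik3ca, 0.19 for Sos1 and 0.23 for Sos2, each with an adjusted p between 0.394 and 0.415. With the trend on GC content and transcript length removed, they were 0.03 for Braf and Pik3ca, 0.11 for Sos2 and -0.002 for Sos1. Of the 135 different genes in these categories, 106 were measured, 77 were higher at an unadjusted p under 0.05 and none at an adjusted p. Of the 61 categories, 52 also stand in the study's sheet for genes downregulated with age and 33 in that for genes upregulated with age, 29 of them in both, and all these sheets rest on the same P28-wt libraries.
None of the members of the 36 gene lists passed in the mutant, and 11 lists were called by camera with the preset correlation and 0 with an estimated one. Myelin genes had a median log2 fold change of -0.23 (adjusted p = 0.499 with an estimated correlation), with Mbp at 1021 ± 179 RPKM in P28-wt and 714 ± 114 in P28-KO, and 5 of 20 were lower when adjusted over the list alone. Immediate early genes had a median of 0.38 (adjusted p = 0.519), with Npas4 at 37.4 ± 9.25 and 54.9 ± 12.2 RPKM. Medians were 0.14 for endothelial genes (adjusted p = 0.289), 0.10 for astrocyte genes (0.499), 0.08 for glutamate receptors (0.510) and 0.13 for GABA receptors and chloride transporters (0.499). They were 0.13 for axon growth and guidance (0.499), 0.06 for PI3K, Akt and mTOR signalling (0.499), 0.11 for chromatin regulators (0.499) and -0.16 for mitochondrial respiration (0.749), the values in brackets being adjusted p with an estimated correlation. Adjusted over the list alone, 3 chromatin regulators and 1 astrocyte gene were higher and 1 gene of vesicle release was lower. With the trend removed, camera with the preset correlation no longer called the glutamate receptor, GABA receptor, axon growth, PI3K, chromatin and mitochondrial lists, whose medians were then 0.06, 0.004, 0.02, 0.03, 0.001 and -0.03. It then called microglial genes, whose median went from 0.03 to 0.11, and still called endothelial genes with a median of 0.26, immediate early genes with 0.49, astrocyte genes with 0.11, myelin genes with -0.22 and the reported targets of miR-132 with 0.12, none of them with an estimated correlation.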

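Genes with a match to the miR-132-3p seed were more often higher in the mutant cortex at an unadjusted p, a difference that shrank once a trend with GC content and transcript length was removed, and the named targets were higher by modest amounts that did not pass the adjusted test. Of the 54 listed miR-132-3p targets, 52 were measured, 38 were higher in P28-KO at an unadjusted p under 0.05 and none at an adjusted p from limma. Without library 079R 22 were higher at an unadjusted p, and without 129R or 152R 23. Adjusted over the list alone, 25 were higher, on a list that the study picked on these samples. The median log2 fold change was 0.26. Plcxd2 had a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.382), Mef2a, an activity-dependent transcription factor gene, one of 0.32 (standard error 0.09, adjusted p = 0.382), and Tada2b, a histone acetyltransferase adaptor gene, one of 0.34 (standard error 0.08, adjusted p = 0.382). Of the 14 listed miR-212-5p targets, 13 were measured, with 10 higher at an unadjusted p, 6 adjusted over the list alone and a median of 0.29, and without library 152R 5 were higher at an unadjusted p, without 030R, 079R or 158R 6. Nrp1, a semaphorin receptor gene among them, had 4.39 ± 0.373 RPKM (SD, n = 4) in P28-wt and 5.36 ± 0.390 in P28-KO.
Seed matches were also counted over all tested genes with a 3' UTR, from which the study's targets were not taken out. Of the 1607 genes with the miR-132-3p site, 8.15% were higher at an unadjusted p against 3.49% of the other genes (odds ratio 2.46, Fisher's exact test, p = 1.25e-15). Of the same genes, 3.92% were lower against 8.76% (odds ratio 0.425). With the trend removed, 80 in place of 131 were higher (4.98% against 3.93%, odds ratio 1.28, Fisher's exact test, p = 0.0502) and 124 in place of 63 lower (7.72% against 7.75%, odds ratio 0.996). For the miR-212-5p site the share higher was 74 of 1600 genes, against 3.98% of the others (odds ratio 1.17, Fisher's exact test, p = 0.223). The median log2 fold change of genes with the miR-132-3p site was 0.08 above that of genes without it (p = 0.0372 from camera with an estimated correlation, no longer passing without the filter on low values, with median-ratio scaling or with quantile normalization), and 0.003 above it once the trend was removed, 0.02 with a form of removal that left part of the trend, and 0.01 above genes matched on 3' UTR length and expression, with or without GC content. Among 15770 7-base motifs, the site ranked 3607 by z and 5802 by mean difference with the trend kept, and 4988 by z and 5280 by mean difference with it removed.
A list of 20 targets of miR-132 reported elsewhere, 8 of which also stand in the study's lists and 9 in another of the 36 lists, had a median log2 fold change of 0.24 with 16 of 20 above 0. Camera called it with the preset correlation (adjusted p = 5.76e-06) and not with an estimated one (adjusted p = 0.228). From fry, which does not compare a list with other genes, its adjusted p was 0.035. Adjusted over the list alone, 3 were higher, and 7 were at an unadjusted p, among them Sox5 (0.33), Rasa1, a Ras GTPase-activating protein gene (0.29), and Nr4a2, a nuclear receptor gene (0.45). Against genes matched on GC content, length, 3' UTR length and expression, the list was higher by 0.20 with the trend kept and by 0.14 with it removed. The 12 targets outside the study's lists, which were picked on these samples, had a median of 0.17, and of 0.11 with the trend removed. For these 12, p was 0.0198 from camera with an estimated correlation and 0.00794 from fry, and 0.0188 and 0.0122 with the trend removed. These p are not adjusted, and the 12 were set apart after results were seen. Per library, their difference from matched genes was 0.059 ± 0.075 (SD, n = 4) in P28-KO and -0.056 ± 0.039 (SD, n = 4) in P28-wt (exact permutation test, two-sided p = 0.0857). Library 079R had the lowest mean log2 of this list in P28-KO, 3.328 against 3.402 to 3.41 in the other 3.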

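The 39 genes that the study places in all 3 sets include transcription and chromatin regulators (Sox5, Sox11, Mef2a, Arid2, Tada2b), the tumour suppressor gene Rb1, and Ras regulators (Rasa1, Sos1, Ksr2). All 39 were measured. Between P10 and P28, 36 fell at an adjusted p under 0.05 from limma, and Ksr2, Crim1 and B630005N14Rik did not pass. In P28-KO, all 39 had a log2 fold change above 0 against P28-wt, with a median of 0.29, 32 were higher at an unadjusted p and none at an adjusted p. As the study picked these genes on these samples, their direction is not independent evidence. Hmbox1 had log2 fold changes of -1.08 with age and 0.95 in the mutant (adjusted p = 0.00496 and 0.382). Celf2, an RNA-binding protein gene, fell by 1.02 with age and was 0.24 higher in the mutant (adjusted p = 3.27e-06 and 0.382). Over all genes tested, 347 were lower with age at an adjusted p and higher in the mutant at an unadjusted p, where 185 would be expected if the calls were independent. Both comparisons use the same 4 P28-wt libraries, which by itself pulls their fold changes to opposite signs: with the 4 libraries split between the comparisons, the ratio to expectation was 1.51 on average (0.868 to 1.78 over 6 splits) in place of 1.87, and with the trend on GC content and transcript length removed as well it was 1.17 (0.877 to 1.32).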

Importantly, there was an overlap (39 genes) between the miR-132-3p targets and genes that were both downregulated by age and upregulated by *miR-132/212* deletion (Fig. 1d). This gene set included genes important for brain development such as *MeCP2, Sox5, Sox11* and *Pten* (Supplementary Data 4). Thus, in the absence of miR-132 family the developmental downregulation of a significant number of miR-132-3p targets does not occur, confirming the importance of miR-132-3p developmental regulation in defining the transcriptomic changes occurring between P10 and P28 in the visual cortex.

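Sox5, a transcription factor gene of corticofugal neurons on chromosome 6 from 143828425 to 144209568, had 9.46 ± 1.65 RPKM (SD, n = 4) in P10-wt, 4.06 ± 0.235 in P28-wt and 5.14 ± 0.386 in P28-KO. Its log2 fold change was -1.19 with age (adjusted p = 1.83e-05 from limma) and 0.33 in the mutant (adjusted p = 0.382). Sox11, a transcription factor gene of immature neurons on chromosome 12 from 27334268 to 27342718, had 11.0 ± 7.53, 1.89 ± 0.184 and 2.30 ± 0.125 RPKM. In both genes every P28-KO library was above every P28-wt library. Library 103R alone was at 22.3 RPKM of Sox11 in P10-wt, and without it the log2 fold change with age was -1.88 in place of -2.28 (adjusted p = 0.000191 with it). Sox11 was 0.27 higher in the mutant (standard error 0.12, adjusted p = 0.400). With the trend on GC content and transcript length removed, the log2 fold change in the mutant was 0.18 for Sox5 and 0.12 for Sox11.

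**Figure D2:**
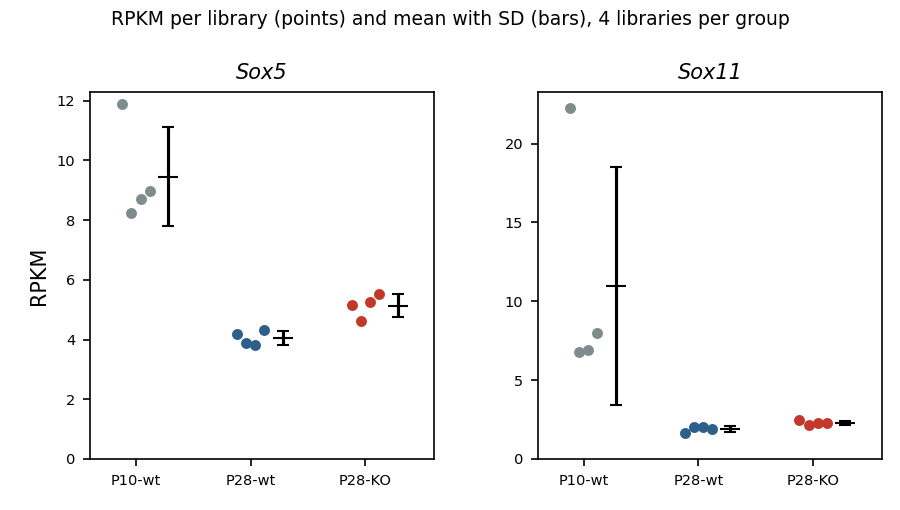
RPKM (vertical axis, starting at 0) of Sox5 and Sox11 in each of the 4 libraries of P10-wt, P28-wt and P28-KO (points), with the mean and SD of each group (bars). In P28-KO, Sox5 lies at 4.62 to 5.54 RPKM, above the P28-wt libraries at 3.83 to 4.32 RPKM.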

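For most of the 39 genes, the level in the P28 mutant lay between that of P28 and that of P10 wild-type cortex. Against P10-wt, 28 of the 39 were lower in P28-KO at an adjusted p under 0.05 from limma, 36 had a log2 fold change below 0, and the median was -0.41, next to -0.71 in P28-wt. Per gene, the log2 decrease present in P28-KO was a median of 62.3% of the decrease in P28-wt (SD 12.7 over the 4 P28-KO libraries, at 65.6%, 77.1%, 53.1% and 49.3%). The study picked these genes on the same libraries as lower in P28-wt and higher in P28-KO, so the size of this share depends on that choice. The share was 93.6% for Dpysl3, 88.2% for Sox11 and 72.0% for Sox5. At the low end were Tada2b with 11.4%, and Mina, Ksr2 and B630005N14Rik, which were at or above the P10 level in P28-KO, with -13.4%, -9.13% and -9.41%. Runx1t1, Gpd2, Mmp16, Rasa1 and Sos1 had 85.9%, 68.0%, 66.6%, 64.4% and 72.1%. For Sox5, P28-KO against P10-wt gave a log2 fold change of -0.86 (standard error 0.12, adjusted p = 0.000127). Over these 39 genes, library 103R of P10-wt had a mean log2 of 3.80 against 3.58 to 3.59 in the other 3, and without it the median share was 60.6%. From the genes that are both lower with age and higher in the mutant, the paper concludes that without the miR-132 family many miR-132-3p targets are not downregulated in development, and that miR-132-3p matters for the change of the transcriptome between P10 and P28.

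**Figure D3:**
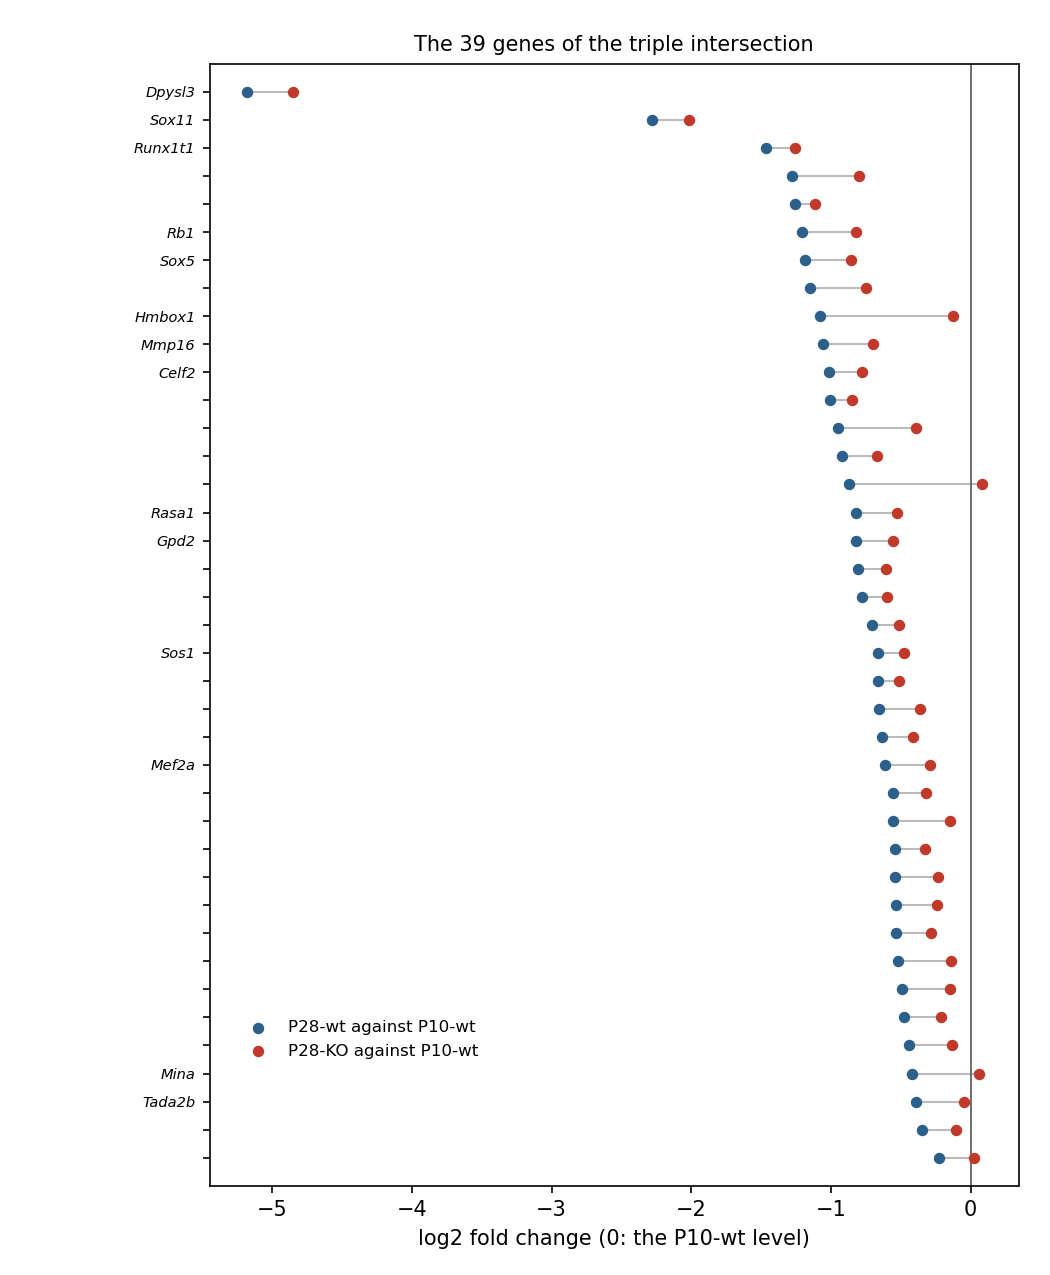
Log2 fold change against P10-wt (horizontal axis, 0 being the P10-wt level) of each of the 39 genes in P28-wt (blue) and in P28-KO (red), sorted by the change in P28-wt, with the names of 14 of them. Every red point lies to the right of its blue point, in genes that the study picked as higher in P28-KO, and 36 of 39 red points lie below 0.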

### *Mir-132/212* null mice show normal monocular RF properties

We investigated whether the lack of *miR-132/212* cluster was able to influence functional development of the visual cortex. We first analysed monocular tuning properties in sorted units recorded by multisite silicon electrode tetrodes inserted at depths sampling from layers III to V in binocular visual cortex of P27-28 wt and null mice. Orientation and direction selectivity was measured on responses to drifting sinusoidal gratings calculating three different parameters: orientation selectivity index (OSI), orientation tuning width and direction selectivity index (DSI)^15^,^32^. Each index was separately computed for the contralateral and ipsilateral eye responses. No difference between wt and null mice was present for all these indexes (One-way analysis of variance (ANOVA), *P*=0.159, *P*=0.595 and *P*=0.262 respectively; Fig. 2a–e) indicating that the maturation of these properties does not require *miR-132/212*.

### *Mir-132/212* null mice show impaired binocular matching

Previous data showed that after orientation selectivity completes its developmental trajectory, there is a process of binocular matching of preferred orientation^19^. To further analyse the role of miR-132/212 in visual cortical development, we assessed binocular matching of orientation preference in P27-28 null and wt mice. We found that mutant mice had a significantly worse binocular matching of orientation preference with respect to wt age-matched littermates (Two-way ANOVA, effect of genotype *P*<0.001; *post hoc* Holm-Sidak test, *P*<0.01; Fig. 3a,b), suggesting that the lack of miR-132 family specifically disrupts this late developing property of visual cortical neurons while keeping monocular tuning properties intact. Intriguingly, the defective binocular matching of orientation preference present in P27-28 *miR-132/212* null mice persists into adulthood. Indeed, we measured binocular matching in adult P60 mutant and wt mice and we found that also at this age binocular matching was dramatically impaired in *miR-132/212* null mice (*post hoc* Holm-Sidak test, *P*<0.001; Fig. 3a), despite a normal orientation selectivity of visual cortical neurons (Two-way ANOVA, effect of genotype *P*=0.133; Supplementary Fig. 2A).

Single-unit data pooled from many animals can be biased towards those individual animals in which the largest number of units were studied. Therefore, we next analysed the results by case. Even with this analysis, binocular matching resulted to be strongly impaired in *miR-132/212* null mice both at P27-28 and P60 (Two-way ANOVA, effect of genotype *P*<0.001; *post hoc* Holm-Sidak test, wt versus KO: P27-28 *P*<0.01, P60 *P*<0.001; Supplementary Fig. 2B).

Visual cortical neurons can be classified into simple and complex cells based on their response properties^32^,^33^. Since it has been recently reported that during physiological development simple cells fulfil the process of binocular matching of orientation preference before complex cells^19^,^20^,^21^,^22^,^23^, we studied the degree of binocular matching in simple and complex cells of null mice. Simple cells of null mice only showed a statistically nonsignificant trend for binocular mismatching with respect to wt animals (*t*-test, *P*=0.07; Fig. 3c), while the binocular matching of complex cells was significantly disrupted (*t*-test, *P*<0.01; Fig. 3d). Consistently with the results reported for the whole-cell population, monocular orientation tuning properties of both simple and complex cells were normal (One-way ANOVA *P*=0.624 and *P*=0.524, respectively; Fig. 3e,f). These results are in line with the hypothesis that miR-132 family is particularly important for the late development of binocular neuronal properties.

Since narrow-spiking units are known to be poorly orientation selective^32^, an abnormally high presence of narrow-spiking units in *miR-132/212* null mice could contribute to the low binocular matching of orientation preference observed in mutant mice. To test this possibility we classified neuronal units into two different classes, narrow spiking and broad spiking (Fig. 3g), on the basis of their spike waveform. This waveform signature is used to distinguish putative excitatory and fast spiking inhibitory neurons^32^. We found that 5.4% of *miR-132/212* mutant units belonged to the narrow-spiking class. This percentage was not significantly different from that detected in the cortex of wt animals (8.4%; Fisher's exact test *P*=0.36) and in line with previous studies on mice of the same age^12^,^13^,^14^,^15^. These data show that the deletion of *miR-132/212* locus does not impinge on the development of narrow-spiking units suggesting that the disruption of binocular matching in null mice was not due to an alteration of narrow-spiking inhibitory neurons. Consistently, the analysis of binocular matching of orientation preference exclusively in broad-spiking cells showed a significant disruption of this property in *miR-132/212* mutants (*t*-test, *P*<0.01; Fig. 3h) with no change in orientation selectivity (One-way ANOVA *P*=0.165; Fig. 3i). These results also suggest that miR-132 could be mainly involved in the maturation of response properties of excitatory cortical neurons.

### No OD plasticity and binocular matching in *miR-132/212* mice

It has been reported that binocular matching of orientation preference is an experience-dependent process^19^ sharing molecular regulatory mechanisms with OD plasticity^23^. Thus, we decided to investigate whether OD plasticity was blocked in *miR-132/212* null animals and whether the effects of MD on binocular matching could be occluded by *miR-132/212* deletion. Previous work had already shown that miR-132 is necessary for OD plasticity^9^, however a temporally restricted block of miR-132 availability using a miR-132 sponge was adopted. Therefore, we first controlled whether OD plasticity was also blocked by our genetic deletion of *miR-132/212.* We recorded visual evoked potentials (VEPs) and single units in wt and null mice MD for 3 days from P24-25. VEP recordings showed that non-deprived null mice have a normal OD ratio compared to age-matched wt littermates (Two-way ANOVA on rank transformed data, *post hoc* Holm-Sidak test *P*=0.566), and that three days of MD were not able to induce OD shift in mutant mice (Two-way ANOVA on rank transformed data, *post hoc* Holm-Sidak test *P*=0.958; Fig. 4a). MD in wt animals led to a significant decrease in the C/I VEP ratio (Two-way ANOVA on rank transformed data, genotype × condition interaction *P*=0.01; *post hoc* Holm-Sidak test *P*<0.001).

Single-unit analysis of the ocular dominance index (ODI) confirmed the lack of OD plasticity in null mice. ODI of null mice was not significantly different from that of wt animals (Two-way ANOVA, *post hoc* Holm-Sidak test *P*=0.210) and from that of MD null mice (Two-way ANOVA, *post hoc* Holm-Sidak test *P*=0.652), whereas MD wt mice displayed the typical OD shift towards the open eye (Two-way ANOVA, genotype × condition interaction *P*<0.05; *post hoc* Holm-Sidak test *P*<0.01; Fig. 4b). Contralateral bias index (CBI) expressing the strength of contralaterally driven responses for each animal confirmed the results of unit-based analysis (Two-way ANOVA, genotype × condition interaction *P*<0.05; *post hoc* Holm-Sidak test: wt versus ko *P*=0.96, ko versus ko-md *P*=0.97, wt versus wt-md *P*<0.05; Supplementary Fig. 3A).

Then, we analysed the influence of visual experience on binocular matching level in P27-28 *miR-132/212* null and wt mice subjected to a 3-days MD. We found that the effect of MD on binocular matching was occluded by the deletion of *miR-132/212*: while wt-md animals displayed a significant impairment of binocular matching with respect to non-deprived mice (Two-way ANOVA, genotype × condition interaction *P*<0.05, *post hoc* Holm-Sidak test *P*<0.001), the closure of one eye did not further deteriorate the mismatch of orientation preference observed in *miR-132/212* null animals (*post hoc* Holm-Sidak test *P*=0.767; Fig. 4c). The same conclusion emerged from the analysis of binocular matching by case (Two-way ANOVA, genotype × condition interaction *P*<0.01; *post hoc* Holm-Sidak test: wt versus wt-md *P*<0.01, ko versus ko-md *P*=0.795, Supplementary Fig. 3B). These results demonstrate that *miR-132/212* is necessary for experience-dependent development of binocular processes in the visual cortex.

### Depth perception impairment in *miR-132/212* null mice

We then asked whether the disruption of binocular matching for orientation preference caused by *miR-132/212* deletion in the visual cortex could affect animals' perception abilities. We first performed an electrophysiological assessment of visual acuity (VA) in P27-28 *miR-132/212* null mice^34^. No VA difference was present between mutant and wt animals (*t*-test, *P*=0.781; Supplementary Fig. 4), confirming that molecular mechanisms underlying experience-dependent regulation of binocularity of cortical neurons can be dissociated from those involved in VA maturation and plasticity^18^,^31^,^35^,^36^,^37^.

We then focused on depth perception, given the importance of binocular cues for this visual function. We employed the visual cliff task to explore the effects of *miR-132/212* deletion on stereoscopic visual abilities. This test exploits the spontaneous tendency of rodents to avoid the deep side of a visual cliff arena (Fig. 5a). The construct validity of the visual cliff exploration test was first assessed investigating the behaviour of mice in monocular condition (that is, subjected to the closure of one eye obtained through eyelid suture). As previously reported^38^, animals in binocular condition (bin) spent a longer period of time on the shallow side of the arena, while monocular condition (mon) led to a significantly lower preference for the shallow side (*t*-test, *P*<0.01; Fig. 5b). Total distance moved and velocity were comparable between the two groups (*t*-test, *P*=0.123 and *P*=0.142 respectively, Supplementary Fig. 5A,B). These results confirmed that binocular vision is required for discrimination between the deep and the shallow side. To exclude the contribution of non-visual cues to the preferential exploration of the shallow side, we analysed the behaviour of binocular wt animals in the same visual cliff arena with the two visual stimuli placed at the same height immediately below the glass plates. In this condition, the differential exploration of the two sides of the arena shown by binocular wt mice in the visually cued version was completely eliminated (*t*-test, *P*<0.01). Indeed, wt mice equally explored the two sides of the arena (one-sample *t*-test versus 50%; wt *P*=0.514, Fig. 5c). The same was true for *miR-132/212* null animals (one-sample *t*-test versus 50%; ko *P*=0.622, Fig. 5c). These data demonstrate the tight relevance of visual cues in visual cliff test. No difference was present between wt and mutant mice in the time spent in the centre of the arena (*t*-test, *P*=0.663, Fig. 5d) indicating similar levels of anxiety-like behavior in the two genotypes.

Next, we evaluated depth perception abilities of *miR-132/212* null mice. We found that *miR-132/212* mutant mice showed a significantly reduced preference for the shallow side with respect to wt mice (Kruskal–Wallis One-way ANOVA on ranks, *post hoc* Dunn's method, *P*<0.05; Fig. 5e, Supplementary Fig. 5C and Supplementary Movies 1 and 2). Interestingly, the impairment in stereoscopic abilities detected in *miR-132/212* null mice was reminiscent of that observed in animals subjected to a 3-day MD and tested after the restoration of binocular vision (that is, 2 h after the reopening of the deprived eye, wt-md; Kruskal–Wallis One-way ANOVA on ranks, *post hoc* Dunn's method, Fig. 5e, Supplementary Fig. 5C). To rule out the possibility that the significant difference in visual capacities reflect changes in the ability to cope with stress in challenging task conditions, we analysed general activity and anxiety-related behaviour of wt and *miR-132/212* mutant mice in the visual cliff arena. We found that total activity levels of animals were not affected by the deletion of *miR-132/212* (distance moved: *t*-test, *P*=0.285; velocity: *t*-test, *P*=0.303; Fig. 5f,g). Moreover, the time spent by *miR-132/212* mutant mice in the central portion of the apparatus was not different from that recorded for wt animals (*t*-test, *P*=0.126, Supplementary Fig. 5D), excluding the hypothesis that a combination of abnormal anxiety and activity levels might be related to their altered performance in the visual cliff arena.

In tight accordance with binocular matching results, depth perception impairment in *miR-132/212* null mice persisted in adulthood: stereoscopic abilities of mutants at P60, indeed, appeared markedly altered with respect to age-matched wt animals (*t*-test, *P*<0.05; Fig. 5h, Supplementary Fig. 5E and Supplementary Movies 3 and 4). Time spent in the central part of the arena, total activity and velocity of animals were comparable between genotypes also in this case (*t*-test, *P*=0.767, *P*=0.431 and *P*=0.349, respectively; Supplementary Fig. 5F, Fig. 5i,j). These results demonstrate that disruption of the binocular orientation tuning properties of neurons in the primary visual cortex is associated with behavioural deficits in depth perception.

### Impaired binocular matching in Emx1:Cre-miR-132/212^−/−^ mice

Previous studies showed that miR-132 family is preferentially expressed by excitatory cells^39^. Moreover, we found that *miR-132/212* deletion mainly affected the response properties of broad-spiking cells (Fig. 3e) and morphological analysis of *miR-132/212* null mice crossed with mice expressing green fluorescent protein in layer V pyramidal neurons showed a small but significant reduction spine density with respect to wt littermates (*t*-test, *P*<0.05 Fig. 6a,b and Supplementary Fig. 6), suggesting that excitatory cells could be a specific cellular target of miR-132 family. To directly investigate this possibility, we generated a novel mouse model (Emx1:Cre-miR-132/212^−/−^) in which floxed *miR-132/212* alleles are specifically deleted in forebrain glutamatergic neurons and in some glial cells by using the Emx1 promoter to drive Cre-recombinase expression^40^. The electrophysiological characterization of these mutants at P27-28 revealed no differences in monocular properties, with OSI, tuning width and DSI being not significantly different between Emx1:Cre-miR-132/212^−/−^ mice and their age-matched littermates expressing exclusively the floxed *miR-132/212* allele (miR-132/212^fl/fl^ mice) or the Cre-recombinase allele (Emx1:Cre-wt mice; One-way ANOVA, *P*=0.167, *P*=0.300 and *P*=0.893 respectively; Fig. 6c–e). In contrast, binocular orientation matching appeared to be significantly impaired in Emx1:Cre-miR-132/212^−/−^ animals (One-way ANOVA *P*<0.01, *post hoc* Holm-Sidak test *P*<0.01; Fig. 6f,g), thus recapitulating the phenotype of ubiquitary null mice. Analysis of average binocular matching of single mice confirmed the presence of an impairment exclusively in Emx1:Cre-miR-132/212^−/−^ mice (One-way ANOVA *P*<0.05, *post hoc* Holm-Sidak test, miR-132/212^fl/fl^ versus Emx1:Cre-miR-132/212^−/−^ *P*<0.05; Emx1:Cre-wt versus Emx1:Cre-miR-132/212^−/−^ *P*<0.05; Emx1:Cre-wt versus miR-132/212^fl/fl^ *P*=0.808; Supplementary Fig. 7). These data indicate that the action of miR-132 family in excitatory forebrain cells is required for the normal development of binocular matching of orientation preference in the primary visual cortex.

## Discussion

During the first month of postnatal life the mouse visual cortex undergoes dramatic morphological and functional changes that leads to adult-like neuronal receptive fields^17^ and the maturation of visual function^18^,^41^. We show that these changes are paralleled by a considerable transcriptome rearrangement: many miRNAs undergo a remarkable change of expression between P10 and P28 with the top hits being miR-29, that was previously involved in regulating epigenetic enzymes important for cortical plasticity^6^; miR-338 and miR-219, that were suggested to be key players in myelination^42^,^43^; and miR-132/212, a miRNA family previously involved in synaptic plasticity^8^,^9^,^10^,^11^,^26^,^44^,^45^,^46^,^47^. The combined analysis of miRNAs and mRNAs in the visual cortex of wt and *miR-132/212* null mice revealed that genes downregulated with age and upregulated by miR-132/212 deletion are highly enriched with miR-132-3p targets and, to a much lesser extent, with targets of miR-212-5p, the only two members of the miR-132 family abundantly expressed in the visual cortex. Taken together, these data demonstrate that miR-132 family contributes to shape the developmental regulation of visual cortex transcriptome and prompted us to analyse the effects of genetic deletion of the *miR-132/212* locus on functional development of the visual cortex. We observed a specific deficit in the maturation of binocular matching of orientation preference in neurons of the binocular visual cortex of mutants accompanied by a remarkable impairment in depth perception.

OD plasticity is one the most studied models to understand how experience regulates brain development. A flurry of molecular mediators have been shown to be regulated by visual experience and involved in OD plasticity^17^,^27^. However, very little is known about the role of molecular factors involved in OD plasticity in normal visual development of non-deprived animals. A reasonable expectation would be that in absence of these factors visual development should be dramatically impaired. However, many studies have shown that functional development of cortical units is a multi-faceted process involving experience-independent and experience-dependent aspects occurring at specific time windows of development^14^,^17^,^48^. Thus, it is difficult to predict which features could be regulated by factors mediating experience-dependent plasticity. Recent work showed that a late occurring developmental process is the binocular matching of orientation preference^19^,^20^,^21^,^22^,^23^. This process occurs in coincidence with the rise of miR-132 expression in the visual cortex^8^, with simple cells reaching adult levels of binocular matching of orientation preference before complex cells^23^. Importantly, this process is also temporally coincident with the CP for OD plasticity and is disrupted by MD^19^ suggesting that mechanisms underlying OD plasticity in deprived mice might overlap with those involved in development of binocular matching of orientation preference. Our data support this possibility by showing that the absence of *miR-132/212*, that resulted in no OD plasticity, was associated with a specific impairment of binocular matching of orientation preference. By contrast, early developing features of cortical neuron RF, like orientation and direction selectivity, were unaffected. Moreover, the effects of MD on binocular matching were occluded by *miR-132/212* deletion suggesting that MD might act on binocular matching by reducing miR-132/212 levels. This hypothesis is based on previous data showing that miR-132 and its primary precursor are strongly downregulated by MD (refs 8, 9). A possible scenario emerging from these observations is that visual experience after eye opening endows cortical cells with plasticity mechanisms, such as the post-transcriptional target regulation by miR-132/212, necessary for refinement of binocular connections onto visual cortical neurons. These mechanisms would overlap with those involved in changing OD in MD animals. MiR-132 family is expressed in an activity-dependent manner also in the monocular visual cortex^8^ therefore it seems unlikely that these miRNAs are specifically dedicated to the formation of binocular cells. A more likely possibility is that miR-132 family could be involved in experience-dependent processes occurring also in this region^14^ at the age when miR-132/212 is expressed.

Our data show that *miR-132/212* mutants display an impaired maturation of binocular depth perception revealed using the visual cliff test that relies on binocular vision. This is the first time that an impairment of binocular matching of orientation preference of cortical neurons has been related to a behavioural failure, suggesting a physiological requirement of this neuronal feature in mouse vision.

We can exclude the contribution of non-visual cues to the preferential exploration of the shallow side because when we placed visual stimuli at the same height immediately below the glass plates, we did not detect any difference in the exploration of the two sides of the apparatus. In addition, the effect reported was not due to abnormal levels of anxiety or general exploratory activity in mutant mice as indicated by the equal time spent in the central and peripheral portion of the apparatus, and the comparable path length and locomotion velocity shown by wt and *miR-132/212* null mice. Finally, the similar VA of wt and mutant mice excludes the possibility that the different performance in the visual cliff test was due to blurring of the patterned visual stimuli in mutants.

It is well-known that depth perception exploits multiple visual cues, however binocular cues, such as disparity, are known to be particularly important also in mice^49^. It has been proposed that the response of visual cortical neurons to the inputs from the two eyes need to be tuned to similar orientations to encode binocular disparity of stimulus phase^19^,^50^, suggesting that impaired matching of binocular orientation preference induced by *miR-132/212* deletion underlies the defective depth perception of mutants.

Our data also show that the impairment of binocular matching and depth perception due to *miR-132/212* deletion is comparable to that observed in MD wt mice. By contrast, OD of cortical neurons is differentially affected by these two manipulations, suggesting that depth perception preferentially reflects the state of binocular interactions rather than the strength of the inputs of the two eyes onto cortical neurons.

How could the transcriptional regulation of *miR-132/212* cluster control experience-dependent development of functional properties of visual cortical neurons? A series of *in vitro* and *in vivo* studies revealed that miR-132 family has an active role in brain structural plasticity. Indeed, miR-132 has been flagged as an important regulator of activity-dependent shaping of dendritic morphology and arborization, and spine density^8^,^46^,^51^ acting through the activation of the Pac1-PAK-actin remodelling pathway^47^,^52^. Moreover, miR-132 was found to mediate synaptic plasticity in the hippocampus^53^,^54^ and in the cortex^26^, and alteration of its expression has been documented in several neuropsychiatric disorders^55^,^56^. Most importantly, among the miR-132 target genes downregulated with age in wt mice, but remaining at significant high levels in *miR-132/212* null mice, there are genes potentially involved in binocular matching like MeCP2 (ref. 21), the mediator of brain-derived neurotrophic factor (BDNF) signalling Sos1 (ref. 23), and phosphatase and tensin homolog (PTEN), an antagonist of the plasticity and growth mTOR/Akt pathway^30^.

In conclusion, our study represents the first characterization of a miRNA role from its *in vivo* transcriptional and target regulation to its moulding action on cortical receptive fields and on its behavioural consequences on vision. Many microRNAs were found to be strongly regulated with age suggesting that they might contribute to the molecular regulation of the cortical transcriptome and eventually to functional development. Their number is likely to be underestimated by our study considering that cell-specific analyses could reveal additional regulated miRNA with highly selective expression. Thus, we surmise that miRNAs likely represent a novel molecular layer of control of postnatal cortical development. The pathogenetic relevance of miR-132 regulated processes during development is further supported by the presence of brain disease related genes among the developmentally regulated miR-132 targets altered in the *miR-132/212* mutant including *MeCP2* (ref. 57), *Pten* (ref. 58), Ras-regulating genes *Sos1* and *Rasa1* (ref. 59), *Mmp16* (ref. 60), *Runx1t1* (ref. 61), *Sox11* (ref. 62), *Sox5* (ref. 63) and *Gpd2* (ref. 64). Since many neurodevelopmental disorders including autism are related to alterations of neuronal connectivity and synaptic plasticity, miR-132 dysregulation and subsequent abnormal expression of miR-132 target genes could contribute to some pathological traits present in these diseases. Thus, a strategic modulation of miR-132/212 expression may offer a new therapeutic approach for these severe disorders.

## Methods

### Animals

Mice were handled according to protocol approved by the Italian Ministry of Health (Authorization number 147/2014-B) and commensurate with NIH guidelines for the ethical treatment of animals. All mice (C57BL6J background of both sexes) were kept in a normal 12 h light/dark cycle in a temperature-controlled room (20 °C) with *ad libitum* access to food and water *ad libitum*. Mice with ubiquitary deletion of *miR132/212* and wt littermates were used^26^. To target *miR132/212* deletion to excitatory neurons in the forebrain we used a mouse^40^ expressing Cre recombinase under the Emx1 promoter (Emx1:Cre). MiR132/212^+/fl^ male mice^26^ were crossed with Emx1:Cre females to generate a mouse line carrying the floxed *miR132/212* and Emx1:Cre alleles. We used this specific breeding strategy to avoid that undesired germ-line recombination could occur in the Emx1-Cre testis, a tissue known to express Emx1 (ref. 65). Mice of three genotypes were used as experimental animals: mice carrying the forebrain specific deletion of *miR-132/212* (Emx1:Cre-miR-132/212^−/−^), mice expressing the floxed allele but not Cre-recombinase (miR132/212^fl/fl^), and mice expressing Cre-recombinase but not carrying the floxed allele (Emx1:Cre-miR-132/212^+/+^). These genotypes were obtained in the same litter by crossing male miR132/212^+/fl^ male mice with female Emx1:Cre-miR-132/212^+/fl^ females. Routine tail genotyping of these mice was carried out using 3 primers resulting in bands of 373 bp for the wt allele, 420 for the floxed allele and 550 for the deleted allele^26^; only mice in which germ-line recombination could be excluded because of the presence of the 420 bp floxed band in the tail tissue were analysed.

### RNA sequencing

RNA libraries were constructed from the samples extracted from the 12 replicates in the three groups P10-wt, P28-wt and P28-KO using the TruSeq RNA Sample preparation kit v2 (Illumina) and sequenced (2 × 100 bp reads, about 30 M reads/sample) on a Illumina Hiseq2000 platform at the Istituto di Genomica Applicata (Udine, Italy). The resulting sequencing data for each library were post-processed to produce FastQ files, then demultiplexed using Illumina software CASAVA 1.8.2. The number of sequencing reads obtained for each replicate is reported in Supplementary Fig. 1. The quality of the sequences was further assessed using the PHRED quality scores produced in real-time during the base-calling stage of the sequencing run. The mean PHRED score by sequencing cycle was computed separately for each group of replicates.

The reads from each replicate experiment were separately aligned to the reference genome mm10 and corresponding transcriptome using the short-read aligner ELAND v2e (Illumina). The RefSeq gene annotations were used to define the set of known exons and splice junctions. Reads uniquely aligned to known exons or splice junctions with no more than two mismatches within at least one 25 bp segment of the sequencing reads were included in the transcriptome. Reads uniquely aligned but with more mismatches, or reads mapping several locations in the reference genome, were filtered out to use only unambiguously located reads in the next steps of the RNA-seq analysis. Gene expression levels were directly computed from the read alignment results for the 12 replicates in the groups P10-WT, P28-WT and P28-KO. Standard RPKM values (reads per kilobase of exon model per million mapped reads) were extracted for each gene covered by the sequencing data and each replicate used in this study. Differential transcriptional analyses were performed using CyberT (ref. 66), upgraded to handle RNA-seq data^67^, across each pair of groups. A sliding window size of 101 genes and a confidence value of 10 were used as bayesian-regularization parameters across all pair-wise comparisons. To correct for multiple comparisons and the multiple hypothesis testing problem, we added the posterior probability of differential expression that is computed from the distribution of the raw *P* values, by fitting a mixture of beta distributions to this distribution, and then computing the probability that the observed *P* value belongs to the component in the mixture associated with differentially expressed genes^68^. Genes of interest having a posterior probability of differential expression above 0.6 are considered significant. Functional enrichment was performed for each of the differentially expressed gene lists generated in the differential analysis. For KEGG pathway analysis of our gene set data, we used the software GeneCodis (http://genecodis.cnb.csic.es/analysis).

MiRNA target prediction was performed using existing database scoring the strength of the interaction (Target Scan Mouse 7.1). Genes with only poorly conserved sites were not included.

Similar data were obtained using an alternative method to identify targets combining three different sources:

(1) TargetScan: the ‘Broadly conserved' category of data sets corresponding to conservation among vertebrates was used. The conservation score used by TargetScan is PCT.

(2) microRNA.org: targets were identified from target sites found by MiRanda with a threshold miRSVR score (≤−1.2). It is possible to identify non-conserved sites in this database. However, since we take the intersection of sources, the site was found to be conserved in either TargetScan or using BBLS.

(3) miRanda and BBLS: targets are identified from target sites which were found by MiRanda and filtered on a BBLS≤1.0 from mm10.

To show if the miRNA target lists were found to be enriched in gene lists deriving from P10-wt versus P28-wt, and P28-wt versus P28-KO comparisons we analysed downregulated gene targets for those microRNA upregulated in the same pair-wise comparisons as well as vice versa. Again, a Fisher exact test was used to compute the statistical likelihood of enrichment for each microRNA's target list.

### *In vivo* electrophysiology

For surgery, mice were sedated with isoflurane (Forane, 3%) followed by urethane (0.7 g kg^−1^, i.p., at 20% w/v in ringer). Dexamethasone (Soldesam, 2 mg kg^−1^) was administered subcutaneously to reduce secretions and oedema. The animal was placed on a stereotaxic apparatus and maintained at 37.5 °C by a feedback-controlled heating pad. The animal was also ventilated through an oxygen mask. During surgery, eyes were protected by appying a dexamethasone-based ointment (Tobradex, tobramycin 0.3% and dexamethasone 0.1%), then with a thin layer of silicon oil. Local anaesthesia was obtained with a subcutaneous injection of lidocaine (Angelini). After exposing the skull, we performed a small craniotomy (2 mm in diameter) over the binocular visual cortex (2.8–3.3 mm lateral and 0.1 mm anterior to lambda) living *dura mater* intact. An electrode (2 × 2-tet-3 mm-150-150-121-A16-15, Neuronexus Technologies) was slowly lowered into the cortex to an appropriate depth to record local field potentials and single-unit activity and was allowed to settle for 30–40 min before the beginning of recordings. The recording sites were located between layers III and V, therefore the physiological data recorded mostly reflects the properties of these layers. At the end of the experiment the animal was killed by overdose with of urethane. Signals were acquired using 16 channels Neuralynx device and data analysis was performed using a custom software written in Matlab. Visual stimuli were generated in Matlab using the Psychophysics Toolbox extension and displayed with gamma correction on a monitor (Sony Trinitron G500, 60 Hz refresh rate, 32 cd m^−2^ mean luminance) placed 20 cm from the mouse, subtending 60–75° of visual space.

Local field potential- We measured the contralateral to ipsilateral ratio of VEPs to measure OD plasticity. Extracellular signal was filtered from 0.3 to 275 Hz and sampled at 30.3 kHz. VEPs in response to square wave patterns with a spatial frequency of 0.03 c/deg and abrupt phase inversion (1 Hz temporal period), were evaluated in the time domain by measuring the P1 peak-to-baseline amplitude and latency. We used computer controlled mechanical shutters to collect data from each eye, reducing possible effects due to changes in behavioural states, and adaptation. VA was assessed using different spatial frequencies (in 6 logarithmic steps between 0.03 to 0.96 c/deg) in pseudorandom order. VA was obtained by extrapolation to zero amplitude of the linear regression through the data points in a curve where VEP amplitude is plotted against log spatial frequency. Baseline response (0.96 c/deg) was subtracted from raw amplitude.

single-unit activity—for single-unit recording extracellular signal was filtered from 0.6 to 6 kHz. Sampling rate: 30.3 kHz. Spiking events were detected online by voltage threshold crossing and waveforms of 1 ms were acquired around the time of threshold crossing. To improve isolation of units, recordings from groups of four neighbouring sites (tetrode) were linked, so that each spike was composed by 4 waveforms. Data were loaded on OffLine Sorter software (Plexon) and principal component analysis was performed to score spikes with an high degree of similarity in a 3D feature space, where dimensions correspond to the first 3 principal components. Waveforms from each electrode of the tetrodes were processed together to improve isolation. Clusters were progressively defined using convex hulls and then recalculating principal component analysis. Quality of separation was determined based on the following criteria: (1) during manual clusterization with convex hulls, raw waveforms in the clusters were visually inspected to check the uniformity of single waveforms; (2) clusters contained <0.1% of spikes within a 1.0 ms interspike interval; (3) auto- and cross-correlograms of the clusters were also inspected to reveal if the cluster contained more than a single unit or if several clusters contained spikes of the same unit; (4) the peak amplitude of a unit remained stable over the entire recording session. Units were included in the sample for analysis of tuning properties when they had an average peak firing rate, across trials of the optimal stimulus for the dominant eye, of >0.5 Hz.

Drifting sinusoidal gratings were used as visual stimuli (1.5 s duration, temporal frequency of 2 Hz, 12 different orientations with a step of 30°, 6 spatial frequency: 0.01, 0.02, 0.04, 0.08, 0.16 and 0.32 cpd). Stimulation was repeated five times per eye, with stimulus conditions randomly interleaved, and two grey blank conditions (mean luminance) were included in all stimulus sets to estimate the spontaneous firing rate. The average spontaneous rate for each unit was calculated by averaging the rate over all blank condition presentations. Responses at each orientation and spatial frequency were calculated by averaging the spike rate during the 1.5 s presentation and subtracting the spontaneous rate. The preferred stimulus was determined finding the combination of spatial frequency and orientation that maximize the response, independently for each eye. Orientation tuning curves were constructed for the spatial frequency that gave maximal response at this orientation. Given this fixed preferred orientation (OPref), the tuning curve was fitted as the sum of two Gaussians centred on OPref and OPref+*π*, of different amplitudes but equal width, with a constant baseline B. From this fit, we calculated two metrics: an OSI representing the ratio of the tuned versus untuned component of the response, and the width of the tuned component. OSI was calculated as follows: (respOPref-respOOrtho)/(respOPref+respOOrtho), where resp is the maximal response evoked by visual stimulation and OOrtho is the orientation orthogonal to the preferred one. Tuning width is the half-width at half-maximum of the principal gaussian. In addition, DSI was calculated as: (respOPref-respOOppo)/(respPref+respOppo). The difference in preferred orientation between the two eyes (binocular matching, ΔO) was calculated by subtracting ipsilateralOPref from contralateral OPref along the 180° cycle. ODI was calculated as follows: ODI=(respContra-respIpsi)/(respContra+respIpsi), Contra is the contralateral eye and ipsi is the ipsilateral eye. Simple and complex units were classified using *mtspectrumpb* from chronux toolbox^69^. Linearity of response was calculated at the orientation and spatial frequency that gave maximal response. We binned the 1.5 s presentation into a poststimulus time histogram at 100 ms intervals and subtracted the spontaneous rate. We then applied the discrete Fourier transform and computed F1/F0, the ratio of the first harmonic (response at the drift frequency) to the 0th harmonic (mean response). Units were then classified as narrow or broad spiking on the basis of properties of their average waveforms. The parameters used for discrimination were: the height of the positive peak relative to the initial negative trough, the time from the minimum of the initial trough to maximum of the following peak, and the slope of the waveform 0.5 ms after the initial trough. Two linearly separable clusters were found, corresponding to narrow-spiking (putative inhibitory) and broad-spiking (putative excitatory) neurons. These clusters were separated identically by both k-means and linkage clustering.

### Visual cliff test

A modification of the published visual cliff^38^ was employed. The apparatus consisted of a rectangular arena (50 × 36 cm) constructed in poly(vinylchloride) with white walls and bordered by black curtains to prevent the animal's escape. The arena was divided into two 25 × 36 cm Plexiglas plates. A moving platform, the depth of which could be varied by means of a mechanical scissor jack, was placed below each glass plate. A patterned floor consisting in 3-cm black and white checked photographic paper covered the platform's surface (Fig. 5a). Incandescent lamps placed below the two patterned floors illuminate both surfaces to equate the brightness of the two sides. A telecamera was hanging on the apparatus and was connected to a computer by which the experimenter could observe and record the animal's behaviour. Testing took place in a quiet room. The arena was divided into a shallow and a deep side. At the shallow side the patterned floor was positioned immediately below the glass plate, while at the deep side the checked platform was moved to 29 cm below the glass plate. Each animal was placed on the shallow side and the total time the mouse spent exploring each side of the arena was recorded. The trial ended after 5 min. The position of the shallow and the deep side of the arena was randomized between animals. The exploration path and velocity of each animal were recorded and analysed with the Noldus Ethovision system. The arena was cleaned between trials with a 10% alcohol solution. To rule out that non-visual cues could affect the output of the task, we also assessed animal behaviour in the absence of visual cues, with visual stimuli placed immediately below the glass plates of the apparatus.

### Spine density assessment

To study spine density, miR-132/212 transgenic and wt mice crossed with the mouse line expressing green fluorescent protein in layer V pyramidal neurons (line M (ref. 70)) were perfused with 4% paraformaldehyde and brains were post-fixed for 2 hours and incubated in 30% sucrose in PBS O/N. Coronal sections (200 μm) were cut on a vibratome. Slices were mounted on glass slides and stacks of images were acquired by using a Zeiss ApoTome microscope. A low magnification image was first acquired to guide the experimenter to acquire a high magnification image in V1 based on anatomical points of reference. Spines were manually counted using ImageJ.

### Data availability

The sequences generated and analysed during the current study are available in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95649).

## Additional information

**How to cite this article:** Mazziotti, R. *et al. Mir-132/212* is required for maturation of binocular matching of orientation preference and depth perception. *Nat. Commun.* **8**, 15488 doi: 10.1038/ncomms15488 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures.

Supplementary Data 1 Analysis of age-dependent miRnome in the visual cortex.

Supplementary Data 2 Analysis of transcriptome age-dependent regulation in the visual cortex.

Supplementary Data 3 Analysis of the effect of miR-132/212 deletion on visual cortical transcriptome.

Supplementary Data 4 Triple intersection between miR-132-3p putative targets, genes down regulated during development and genes upregulated in miR-132/212 null mice.

Supplementary Movie 1 Visual cliff test in a P30 wild-type mouse

Supplementary Movie 2 Visual cliff test in a P30 miR-132/212 null mouse

Supplementary Movie 3 Visual cliff test in a P60 wild-type mouse

Supplementary Movie 4 Visual cliff test in a P60 miR-132/212 null mouse

Peer Review File

## Figures and Tables

**Figure 1:**
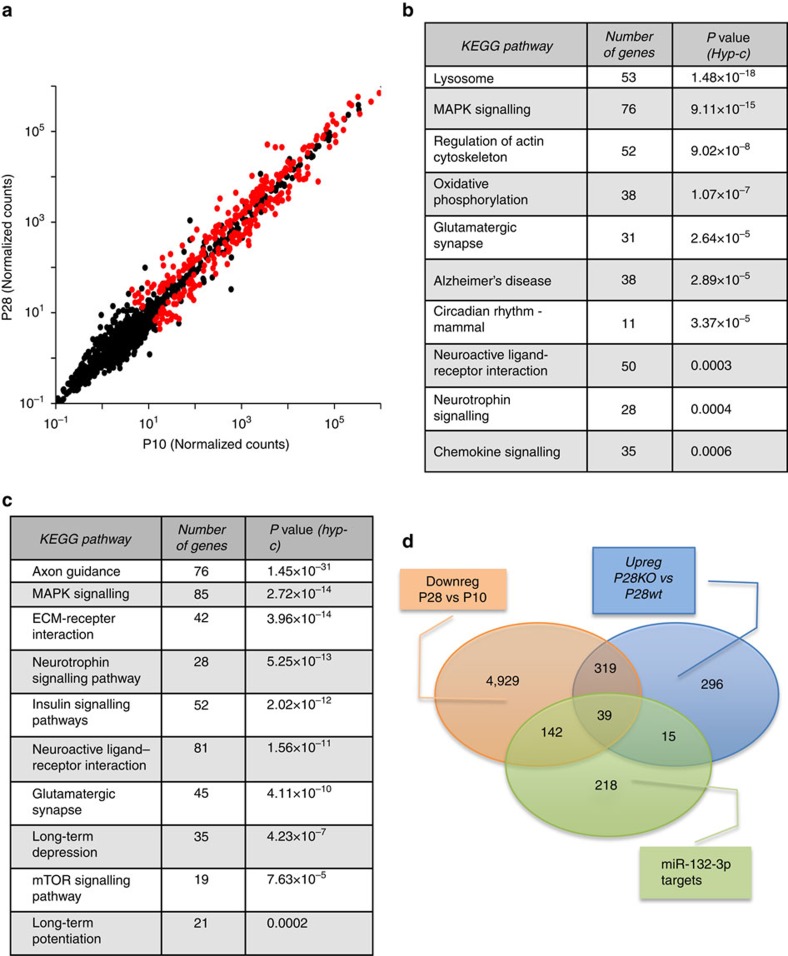
RNA and small RNA sequencing reveal a role of miR-132/212 in shaping the age-regulated transcriptome. (**a**) Scatter plot of miRNAs regulated between P10 and P28 in the mouse visual cortex (*N*=4 mice for each age). Red dots represent significantly regulated miRNAs. (**b**) KEGG pathways significantly upregulated with age. (**c**) KEGG pathways significantly downregulated with age. (**d**) Venn diagram showing the intersection between age-downregulated genes, genes upregulated in P28 *miR-132/212* null mice (*N*=4 mice for each genotype) and putative miR-132-3p target genes.

**Figure 2:**
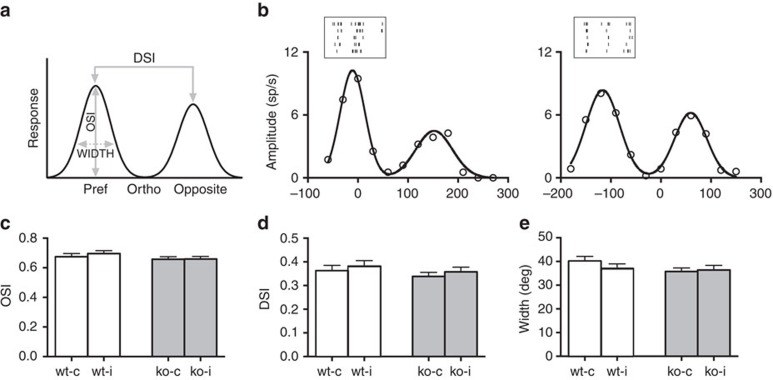
*MiR-132/212* deletion does not affect monocular properties of cortical receptive fields. (**a**) Schematic representation of metrics used for characterization of single-unit responses. (**b**) Orientation tuning curves of a visually responsive unit for wt (left, *N*=6 mice, *n*=132 cells) and *miR-132/212* mutant (right, *N*=6 mice, *n*=186 cells) mice. The black lines are fitted curves of the response magnitudes (open circles). Spike rasters of representative unit phase-locked response to preferred drifting sine gratings are also depicted. No difference in orientation selectivity (**c**), orientation tuning width (**d**) and direction selectivity (**e**) is observed in contralateral and ipsilateral responses of mutant mice compared to wt animals. Error bars represent s.e.m.

**Figure 3:**
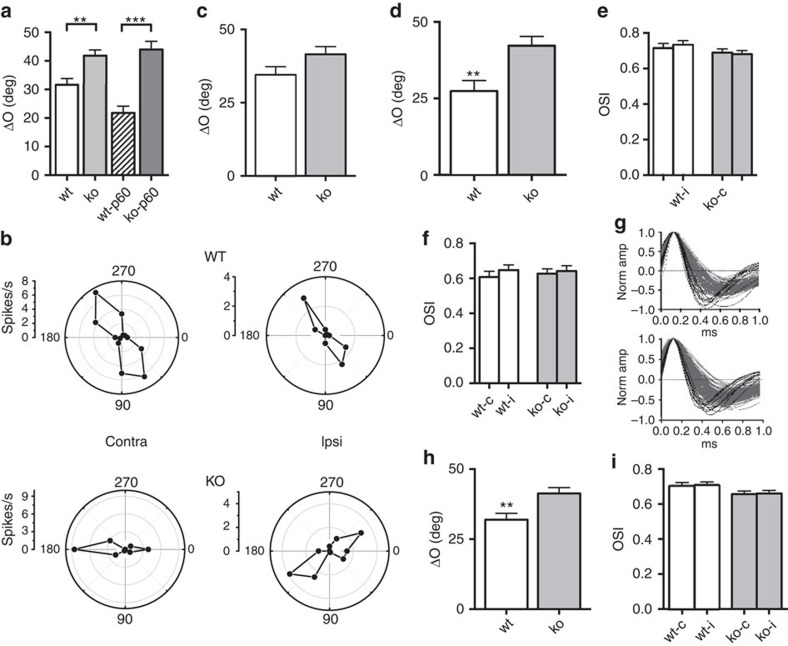
Binocular matching of orientation preference is impaired in *miR-132/212* null mice. (**a**) Mutant mice (ko, *N*=6 mice, *n*=186 cells; ko-P60, *N*=5 mice, *n*=85 cells) have a significantly higher difference in preferred orientation (ΔO) with respect to wt animals both at P30 and P60 (wt, *N*=6 mice, *n*=132 cells; wt-P60, *N*=5 mice, *n*=59 cells). (**b**) Representative polar plots of orientation-tuned responses from contralateral and ipsilateral eye are depicted. (**c**) ΔO of simple cells is comparable in wt and mutant mice. (**d**) ΔO of complex cells is significantly impaired in mutant mice with respect to wt animals. Normal orientation selectivity is detected in mutant simple (**e**) and complex cells (**f**). (**g**) Waveforms of visually responsive cells clustered into narrow spiking (black) and broad spiking (grey) for wt (top) and mutant mice (bottom). The average spike waveform for each unit is plotted aligned to its maximum and normalized by trough depth. (**h**) ΔO of broad-spiking units is higher in mutant mice with respect to wt animals. (**i**) No change in orientation selectivity is observed in broad-spiking units. Asterisks indicate statistical significance. Error bars represent s.e.m.

**Figure 4:**
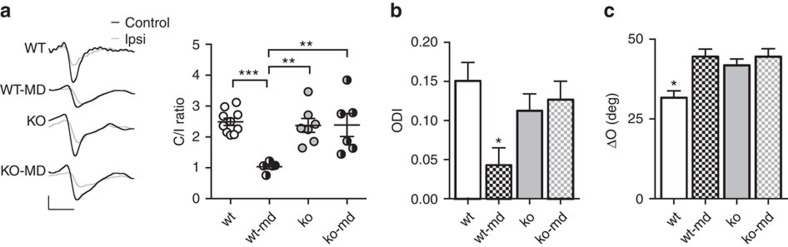
*MiR-132/212* deletion blocks OD plasticity and occludes monocular deprivation effects on binocular matching of orientation preference. (**a**) Contralateral to ipsilateral eye (C/I) VEP ratio in wt (*N*=10 mice), MD wt (wt-md, *N*=5 mice), *miR-132/212* null (ko, *N*=7 mice) and MD *miR-132/212* null animals (ko-md, *N*=6 mice). Circles represent individual C/I ratio for each animal. Typical VEP responses to the stimulation of either contralateral (black) or ipsilateral (grey) eye are reported (left). Calibration bars: 100 μV, 100 ms. (**b**) ODI values for wt (*N*=6 mice, *n*=132 cells), wt-md (*N*=6, *n*=117 cells), ko (*N*=6 mice, *n*=186 cells) and ko-md (*N*=5; *n*=119 cells) animals. Histograms represent the average ODI±s.e.m. for each experimental group. (**c**) MD increases ΔO in wt animals, while no difference is present between ko and ko-md mice. Asterisks indicate statistical significance. Error bars represent s.e.m.

**Figure 5:**
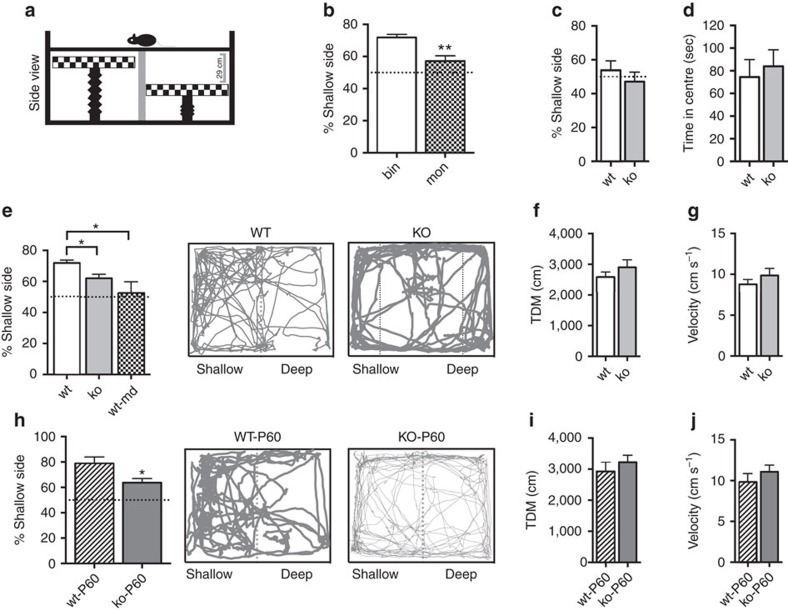
Impaired depth perception in *miR-132/212* null mice. (**a**) Schematic diagram and components of the visual cliff. (**b**) Binocular (bin, *N*=10) wt animals spend a longer period of time on the shallow side of the arena with respect to monocular mice (mon, *N*=8). (**c**) wt (*N*=7) and ko (*N*=9) mice equally explored the two sides of the arena when the two visual stimuli were placed at the same height immediately below the glass plates (one-sample *t*-test versus 50%; wt *P*=0.514, ko *P*=0.622). (**d**) No difference was detected between wt and ko animals in the time spent in the centre of the arena with no visual depth cues (*t*-test, *P*=0.663). (**e**) A significant preference for the shallow side of the visual cliff is detected for wt (*N*=10), while no preference is observed in *miR-132/212* null (ko, *N*=9) and MD wt mice (wt-md, *N*=7). Representative examples of movement path for a wt (left) and a ko mouse (right) are reported. (**f**), (**g**) Total activity levels (TDM and VEL) of animals are not affected by the deletion of *miR-132/212* gene. (**h**) Average percentage of time spent in the shallow side of the arena for wt (wt-P60, *N*=7) and *miR-132/212* null animals at P60 (ko-P60, *N*=7). Representative examples of movement path for a wt-P60 (left) and a ko-P60 mouse (right) are reported. Total distance moved (**i**) and velocity (**j**) of wt-P60 and ko-P60 animals. Asterisks indicate statistical significance. Error bars represent s.e.m.

**Figure 6:**
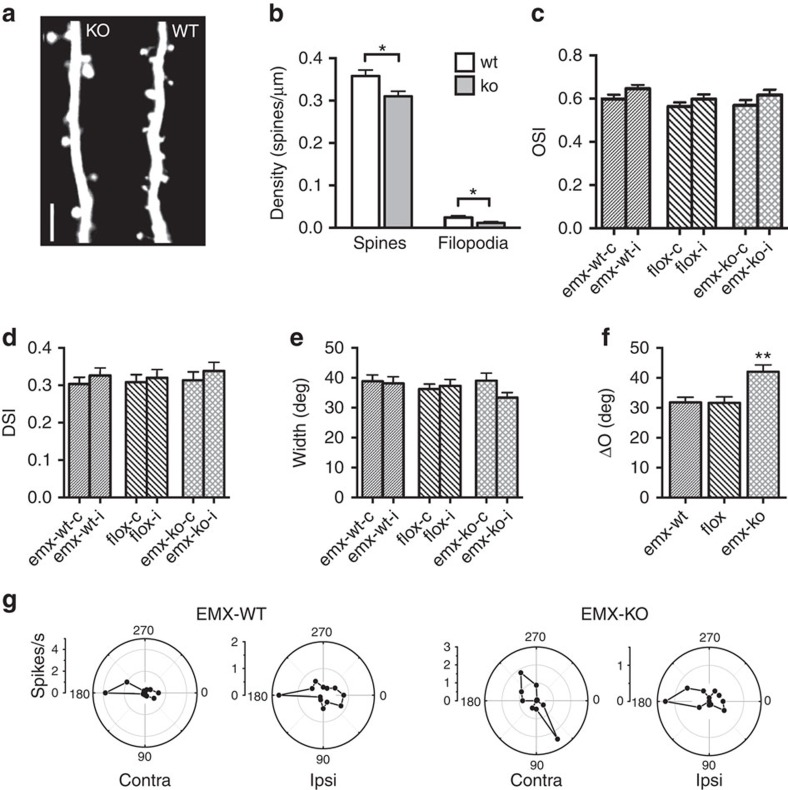
Deletion of *miR-132/212* in excitatory neurons reproduces the binocular matching deficit of null mice. (**a**) Image of a dendritic branch from wt and miR-132/212 null (ko) mice at postnatal day P30, showing decreased spine density. Calibration bar: 1 μm. (**b**) Spine (sp) and filopodia (fi) density in ko (*N*=13 mice, 50 dendrites) and wt mice (*N*=13 mice, 48 dendrites). (**c**–**e**) No difference in orientation selectivity (**c**), orientation tuning width (**d**) and direction selectivity (**e**) is present in mutants (emx-ko, *N*=5 mice, *n*=119 cells) compared to control Emx:Cre (emx-wt, *N*=6 mice, *n*=156 cells) and floxed animals (flox, *N*=6 mice, *n*=137 cells). (**f**) At P30 emx-ko have a higher ΔO with respect to flox and emx-wt age-matched littermates. (**g**) Polar plots of orientation-tuned responses from contralateral and ipsilateral eye for emx-wt (up) and emx-ko (bottom) are depicted. Asterisks indicate statistical significance. Error bars represent s.e.m.

## References

[b1] BartelD. P. MicroRNAs: target recognition and regulatory functions. Cell 136, 215–233 (2009).1916732610.1016/j.cell.2009.01.002PMC3794896

[b2] SunE., EmilyS. & YanhongS. MicroRNAs: small molecules with big roles in neurodevelopment and diseases. Exp. Neurol. 268, 46–53 (2015).2512826410.1016/j.expneurol.2014.08.005

[b3] IsslerO., OrnaI. & AlonC. Determining the role of microRNAs in psychiatric disorders. Nat. Rev. Neurosci. 16, 201–212 (2015).2579086510.1038/nrn3879

[b4] SchrattG. microRNAs at the synapse. Nat. Rev. Neurosci. 10, 842–849 (2011).10.1038/nrn276319888283

[b5] WangW., KwonE. J. & TsaiL. H. MicroRNAs in learning, memory, and neurological diseases. Learn. Mem. 19, 359–368 (2012).2290436610.1101/lm.026492.112

[b6] TogniniP., NapoliD. & PizzorussoT. Dynamic DNA methylation in the brain: a new epigenetic mark for experience-dependent plasticity. Front. Cell. Neurosci. 9, 331 (2015).2637950210.3389/fncel.2015.00331PMC4548453

[b7] PizzorussoT., CellerinoA. & Bally-CuifL. Regulatory RNAs in the Nervous System Frontiers Media SA (2015).10.3389/fncel.2015.00038PMC432271525713514

[b8] TogniniP., PutignanoE., CoattiA. & PizzorussoT. Experience-dependent expression of miR-132 regulates ocular dominance plasticity. Nat. Neurosci. 14, 1237–1239 (2011).2189215410.1038/nn.2920PMC3183093

[b9] MelliosN. . miR-132, an experience-dependent microRNA, is essential for visual cortex plasticity. Nat. Neurosci. 14, 1240–1242 (2011).2189215510.1038/nn.2909PMC3183341

[b10] TogniniP. . Experience-dependent DNA methylation regulates plasticity in the developing visual cortex. Nat. Neurosci. 18, 956–958 (2015).2600584810.1038/nn.4026

[b11] TogniniP. & PizzorussoT. MicroRNA212/132 family: molecular transducer of neuronal function and plasticity. Int. J. Biochem. Cell Biol. 44, 6–10 (2012).2206295010.1016/j.biocel.2011.10.015

[b12] RochefortN. L. . Development of direction selectivity in mouse cortical neurons. Neuron 71, 425–432 (2011).2183534010.1016/j.neuron.2011.06.013

[b13] KoH., Mrsic-FlogelT. D. & HoferS. B. Emergence of feature-specific connectivity in cortical microcircuits in the absence of visual experience. J. Neurosci. 34, 9812–9816 (2014).2503141810.1523/JNEUROSCI.0875-14.2014PMC4099553

[b14] KoH. . The emergence of functional microcircuits in visual cortex. Nature 496, 96–100 (2013).2355294810.1038/nature12015PMC4843961

[b15] HoyJ. L. & NiellC. M. Layer-specific refinement of visual cortex function after eye opening in the awake mouse. J. Neurosci. 35, 3370–3383 (2015).2571683710.1523/JNEUROSCI.3174-14.2015PMC4339350

[b16] MediniP. Experience-dependent plasticity of visual cortical microcircuits. Neuroscience 278, 367–384 (2014).2517179110.1016/j.neuroscience.2014.08.022

[b17] EspinosaJ. S. & StrykerM. P. Development and plasticity of the primary visual cortex. Neuron 75, 230–249 (2012).2284130910.1016/j.neuron.2012.06.009PMC3612584

[b18] KangE. . Visual acuity development and plasticity in the absence of sensory experience. J. Neurosci. 33, 17789–17796 (2013).2419836910.1523/JNEUROSCI.1500-13.2013PMC3818552

[b19] WangB. S., SarnaikR. & CangJ. Critical period plasticity matches binocular orientation preference in the visual cortex. Neuron 65, 246–256 (2010).2015213010.1016/j.neuron.2010.01.002PMC2822731

[b20] SarnaikR., WangB.-S. & CangJ. Experience-dependent and independent binocular correspondence of receptive field subregions in mouse visual cortex. Cereb. Cortex 24, 1658–1670 (2014).2338999610.1093/cercor/bht027PMC4014185

[b21] KrishnanK. . MeCP2 regulates the timing of critical period plasticity that shapes functional connectivity in primary visual cortex. Proc. Natl Acad. Sci. USA 112, E4782–E4791 (2015).2626134710.1073/pnas.1506499112PMC4553776

[b22] KuhlmanS. J., TringE. & TrachtenbergJ. T. Fast-spiking interneurons have an initial orientation bias that is lost with vision. Nat. Neurosci. 14, 1121–1123 (2011).2175054810.1038/nn.2890PMC3164933

[b23] WangB. S., FengL., LiuM., LiuX. & CangJ. Environmental enrichment rescues binocular matching of orientation preference in mice that have a precocious critical period. Neuron 80, 198–209 (2013).2401227910.1016/j.neuron.2013.07.023PMC3796011

[b24] BlakemoreC., FiorentiniA. & MaffeiL. A second neural mechanism of binocular depth discrimination. J. Physiol. 226, 725–749 (1972).456489610.1113/jphysiol.1972.sp010006PMC1331173

[b25] BridgeH. & CummingB. G. Responses of macaque V1 neurons to binocular orientation differences. J. Neurosci. 21, 7293–7302 (2001).1154973910.1523/JNEUROSCI.21-18-07293.2001PMC6763006

[b26] RemenyiJ. . miR-132/212 knockout mice reveal roles for these miRNAs in regulating cortical synaptic transmission and plasticity. PLoS ONE 8, e62509 (2013).2365863410.1371/journal.pone.0062509PMC3637221

[b27] LeveltC. N. & HübenerM. Critical-period plasticity in the visual cortex. Annu. Rev. Neurosci. 35, 309–330 (2012).2246254410.1146/annurev-neuro-061010-113813

[b28] BaroncelliL. . Early IGF-1 primes visual cortex maturation and accelerates developmental switch between NKCC1 and KCC2 chloride transporters in enriched animals. Neuropharmacology 113, 167–177 (2016).2692470810.1016/j.neuropharm.2016.02.034

[b29] TropeaD. . Gene expression changes and molecular pathways mediating activity-dependent plasticity in visual cortex. Nat. Neurosci. 9, 660–668 (2006).1663334310.1038/nn1689

[b30] BuffingtonS. A., HuangW. & Costa-MattioliM. Translational control in synaptic plasticity and cognitive dysfunction. Annu. Rev. Neurosci. 37, 17–38 (2014).2503249110.1146/annurev-neuro-071013-014100PMC4721605

[b31] KobayashiY., YeZ. & HenschT. K. Clock genes control cortical critical period timing. Neuron 86, 264–275 (2015).2580170310.1016/j.neuron.2015.02.036PMC4392344

[b32] NiellC. M. & StrykerM. P. Highly selective receptive fields in mouse visual cortex. J. Neurosci. 28, 7520–7536 (2008).1865033010.1523/JNEUROSCI.0623-08.2008PMC3040721

[b33] SkottunB. C. . Classifying simple and complex cells on the basis of response modulation. Vision Res. 31, 1079–1086 (1991).190982610.1016/0042-6989(91)90033-2

[b34] PorciattiV., PizzorussoT. & MaffeiL. The visual physiology of the wild type mouse determined with pattern VEPs. Vision Res. 39, 3071–3081 (1999).1066480510.1016/s0042-6989(99)00022-x

[b35] HeimelJ. A., SaiepourM. H., ChakravarthyS., HermansJ. M. & LeveltC. N. Contrast gain control and cortical TrkB signaling shape visual acuity. Nat. Neurosci. 13, 642–648 (2010).2040096010.1038/nn.2534

[b36] McCurryC. L. . Loss of Arc renders the visual cortex impervious to the effects of sensory experience or deprivation. Nat. Neurosci. 13, 450–457 (2010).2022880610.1038/nn.2508PMC2864583

[b37] StephanyC.-É. . Plasticity of binocularity and visual acuity are differentially limited by nogo receptor. J. Neurosci. 34, 11631–11640 (2014).2516465910.1523/JNEUROSCI.0545-14.2014PMC4145169

[b38] BaroncelliL., BraschiC. & MaffeiL. Visual depth perception in normal and deprived rats: effects of environmental enrichment. Neuroscience 236, 313–319 (2013).2335712210.1016/j.neuroscience.2013.01.036

[b39] HeM. . Cell-type-based analysis of microRNA profiles in the mouse brain. Neuron 73, 620 (2012).10.1016/j.neuron.2011.11.010PMC327049422243745

[b40] IwasatoT. . Cortex-restricted disruption of NMDAR1 impairs neuronal patterns in the barrel cortex. Nature 406, 726–731 (2000).1096359710.1038/35021059PMC3558691

[b41] CanceddaL. . Acceleration of visual system development by environmental enrichment. J. Neurosci. 24, 4840–4848 (2004).1515204410.1523/JNEUROSCI.0845-04.2004PMC6729456

[b42] DugasJ. C. . Dicer1 and miR-219 Are required for normal oligodendrocyte differentiation and myelination. Neuron 65, 597–611 (2010).2022319710.1016/j.neuron.2010.01.027PMC2843397

[b43] ZhaoX. . MicroRNA-mediated control of oligodendrocyte differentiation. Neuron 65, 612–626 (2010).2022319810.1016/j.neuron.2010.02.018PMC2855245

[b44] Hernandez-RappJ. . Memory formation and retention are affected in adult miR-132/212 knockout mice. Behav. Brain Res. 287, 15–26 (2015).2581374710.1016/j.bbr.2015.03.032

[b45] HansenK. F. . Targeted deletion of miR-132/-212 impairs memory and alters the hippocampal transcriptome. Learn. Mem. 23, 61–71 (2016).2677309910.1101/lm.039578.115PMC4749831

[b46] HansenK. F., SakamotoK., WaymanG. A., ImpeyS. & ObrietanK. Transgenic miR132 alters neuronal spine density and impairs novel object recognition memory. PLoS ONE 5, e15497 (2010).2112473810.1371/journal.pone.0015497PMC2993964

[b47] WaymanG. A. . An activity-regulated microRNA controls dendritic plasticity by down-regulating p250GAP. Proc. Natl Acad. Sci. USA 105, 9093–9098 (2008).1857758910.1073/pnas.0803072105PMC2449370

[b48] PeckaM., HanY., SaderE. & Mrsic-FlogelT. D. Experience-dependent specialization of receptive field surround for selective coding of natural scenes. Neuron 84, 457–469 (2014).2526375510.1016/j.neuron.2014.09.010PMC4210638

[b49] SchollB., BurgeJ. & PriebeN. J. Binocular integration and disparity selectivity in mouse primary visual cortex. J. Neurophysiol. 109, 3013–3024 (2013).2351579410.1152/jn.01021.2012PMC3680810

[b50] BhaumikB., BasabiB. & ShahN. P. Development and matching of binocular orientation preference in mouse V1. Front. Syst. Neurosci. 8, 128 (2014).2510492710.3389/fnsys.2014.00128PMC4109519

[b51] VoN. . A cAMP-response element binding protein-induced microRNA regulates neuronal morphogenesis. Proc. Natl Acad. Sci. USA 102, 16426–16431 (2005).1626072410.1073/pnas.0508448102PMC1283476

[b52] ImpeyS. . An activity-induced microRNA controls dendritic spine formation by regulating Rac1-PAK signaling. Mol. Cell. Neurosci. 43, 146–156 (2010).1985012910.1016/j.mcn.2009.10.005PMC2818337

[b53] LambertT. J., StormD. R. & SullivanJ. M. MicroRNA132 modulates short-term synaptic plasticity but not basal release probability in hippocampal neurons. PLoS ONE 5, e15182 (2010).2120691910.1371/journal.pone.0015182PMC3012071

[b54] WibrandK. . Differential regulation of mature and precursor microRNA expression by NMDA and metabotropic glutamate receptor activation during LTP in the adult dentate gyrus *in vivo*. Eur. J. Neurosci. 31, 636–645 (2010).2038481010.1111/j.1460-9568.2010.07112.xPMC3791877

[b55] MillerB. H. . MicroRNA-132 dysregulation in schizophrenia has implications for both neurodevelopment and adult brain function. Proc. Natl Acad. Sci. USA 109, 3125–3130 (2012).2231540810.1073/pnas.1113793109PMC3286960

[b56] PichlerS. . The miRNome of Alzheimer's disease: consistent downregulation of the miR-132/212 cluster. Neurobiol. Aging 50, 167.e1–167.e10 (2017).10.1016/j.neurobiolaging.2016.09.01927816213

[b57] AmirR. E. . Rett syndrome is caused by mutations in X-linked MECP2, encoding methyl-CpG-binding protein 2. Nat. Genet. 23, 185–188 (1999).1050851410.1038/13810

[b58] ButlerM. G. . Subset of individuals with autism spectrum disorders and extreme macrocephaly associated with germline PTEN tumour suppressor gene mutations. J. Med. Genet. 42, 318–321 (2005).1580515810.1136/jmg.2004.024646PMC1736032

[b59] RauenK. A. The RASopathies. Annu. Rev. Genomics Hum. Genet. 14, 355–369 (2013).2387579810.1146/annurev-genom-091212-153523PMC4115674

[b60] AnttilaV. . Genome-wide meta-analysis identifies new susceptibility loci for migraine. Nat. Genet. 45, 912–917 (2013).2379302510.1038/ng.2676PMC4041123

[b61] ZhangL. . Characterization of a t(5;8)(q31;q21) translocation in a patient with mental retardation and congenital heart disease: implications for involvement of RUNX1T1 in human brain and heart development. Eur. J. Hum. Genet. 17, 1010–1018 (2009).1917299310.1038/ejhg.2008.269PMC2986559

[b62] TsurusakiY. . De novo SOX11 mutations cause Coffin-Siris syndrome. Nat. Commun. 5, 4011 (2014).2488687410.1038/ncomms5011

[b63] LambA. N. . Haploinsufficiency of SOX5 at 12p12.1 is associated with developmental delays with prominent language delay, behavior problems, and mild dysmorphic features. Hum. Mutat. 33, 728–740 (2012).2229065710.1002/humu.22037PMC3618980

[b64] DaoudH. . Haploinsufficiency of the GPD2 gene in a patient with nonsyndromic mental retardation. Hum. Genet. 124, 649–658 (2009).1901190310.1007/s00439-008-0588-3

[b65] IwasatoT. . Dorsal telencephalon-specific expression of Cre recombinase in PAC transgenic mice. Genesis 38, 130–138 (2004).1504881010.1002/gene.20009

[b66] BaldiP. & LongA. D. A Bayesian framework for the analysis of microarray expression data: regularized t -test and statistical inferences of gene changes. Bioinformatics 17, 509–519 (2001).1139542710.1093/bioinformatics/17.6.509

[b67] KayalaM. A. & BaldiP. Cyber-T web server: differential analysis of high-throughput data. Nucleic Acids Res 40, W553–W559 (2012).2260074010.1093/nar/gks420PMC3394347

[b68] BaldiP. & Wesley HatfieldG. DNA Microarrays and Gene Expression: from Experiments to Data Analysis and Modeling Cambridge University Press (2002).

[b69] BokilH., AndrewsP., KulkarniJ. E., MehtaS. & MitraP. P. Chronux: a platform for analyzing neural signals. J. Neurosci. Methods 192, 146–151 (2010).2063780410.1016/j.jneumeth.2010.06.020PMC2934871

[b70] FengG. . Imaging neuronal subsets in transgenic mice expressing multiple spectral variants of GFP. Neuron 28, 41–51 (2000).1108698210.1016/s0896-6273(00)00084-2

How the deposited data were processed for this re-analysis (not part of the article)

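Messenger RNA of mouse visual cortex was measured in 12 libraries, 4 each of wild type at postnatal day 10 (P10-wt), wild type at day 28 (P28-wt) and mutants lacking miR-132 and miR-212 at day 28 (P28-KO). The authors aligned paired-end reads to build mm10, left out reads that mapped to several places and computed RPKM. The labels give CASAVA 1.8.2, SAMtools 0.1.19 and Bowtie 0.12.8, and the methods ELAND. The deposited table has 23881 genes and 1 RPKM column per library, without counts. Low values were checked for whole steps that would give the depth: 10.19% of 13719 ratios lay within 0.05 of a whole number, where 10% would by chance, so no counts were recovered. The paper's methods state about 30 M reads per sample. No small RNA table was available, so the miRNA measurements were not analysed. Each column name carries a replicate number from 1 to 4 and 2 further numbers, and Xist and the Y-linked Ddx3y were both above 1 RPKM in 111R (30.1 and 5.85), 030R (21.6 and 6.72), 129R (28.6 and 4.20) and 146R (20.4 and 4.76). Libraries may therefore pool animals of both sexes, although the caption of the paper's Figure 1 gives 4 mice for each age and genotype. Each column was taken as 1 library.
R 4.3.3 with limma 3.58.1 fitted each pair of groups alone on log2(RPKM + 0.1), with a trend on mean expression, for the 13927 genes with a mean RPKM of at least 0.5 over the 12 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counts at an unadjusted p under 0.05 are given for the mutant. The method that the paper names was rebuilt as a regularized t-test on RPKM, with a window of 101 genes, a confidence of 10 and a posterior probability above 0.6. Gene lists (36 with 608 different genes, some of them shared between lists, fixed beforehand) were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry. Adjusted p of lists run over the 36 lists.
Genes named in the text are, for each comparison, the 10 higher and 10 lower with the largest fold change among those that passed, with a mean RPKM of at least 1 and no overlap between groups, or else those with the smallest p. Every gene that the paper's text names, 5 further genes (Slc12a2, Slc12a5, Grin2a, Grin2b, Bdnf), up to 4 members per list with the smallest p and the 5 genes in the most KEGG categories were added. The top of the study's tables had been seen when this rule was written. Some genes that this rule names are not reported here. The study's own lists were read from Supplementary Data 2 to 4, where some gene sheets and gene cells are held only in part.
Seed sites were searched in the longest annotated 3' UTR. Of the 23881 genes, 20219 were matched to a curated coding transcript, 19191 by symbol and 1028 by an older symbol, 64.41% had equal start and end, and 18847 had a 3' UTR. Python 3.11.15 and matplotlib 3.10.9 read the annotation and drew the figures.
Alternatives were pseudocounts of 0.01 and 1, no filter and a mean RPKM of at least 2, median-ratio scaling, quantile normalization, all 12 libraries in 1 fit, Ddx3y as a covariate, the regularized test, and leaving out each library. Added after results were seen were the removal of a trend on GC content and log2 transcript length from each library (loess, span 0.3), further matching of seed genes and target lists, and the reported targets outside the study's lists. The form of this removal tried first took the mean over libraries again after each library. It left a correlation of -0.0827 between GC content and the log2 fold change in the mutant and a miR-132-3p seed shift of 0.0169, where the form kept left -0.00242 and 0.00284. The tests were tried on simulated data with noise independent between genes and without a trend on GC content or length. In these, 2.8%, 36.8%, 82.2% and 95.6% of planted log2 changes of 0.25, 0.5, 1 and 2 were recovered in the mutant comparison. In the age comparison it was 2.8%, 35%, 78.6% and 95.4%.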

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

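The tests of the trend on GC content and transcript length on the unadjusted calls, the seed genes and the reported targets, the tests of a loss of miR-132-3p and the splits of the seed shifts and the reported targets were chosen after their results were seen.
A library stood far from the other 3 of its group in 13 of 178 groups of 4 values, where chance gives about 5%. Of these, 10 concern library 103R of P10-wt. Its RPKM summed to 265000 (others 268900 to 269600) and its first principal component was -79.03 (-56.9 to -55.29). Its mean log2 was 5.118 for axon growth and guidance (4.793 to 4.838), 3.902 for chromatin regulators (3.628 to 3.671), 5.627 for presynaptic vesicle release (6.051 to 6.1), 3.353 for sodium and potassium channels (3.623 to 3.665), 4.003 for the miR-132-3p targets lower with age (3.821 to 3.835) and 3.795 for the 39 genes (3.578 to 3.593). Sox11 was at 4.483 on the log2 scale, or 22.26 RPKM (2.778 to 3.02), and Sos1 at 3.333, or 9.977 RPKM (3.01 to 3.054). The other 3 were cholesterol synthesis in 030R of P28-KO (3.749, others 3.88 to 3.894), lysosome in 152R of P28-wt (5.141, others 5.05 to 5.06) and the reported miR-132 targets in 079R of P28-KO (3.328, others 3.402 to 3.41). No explanation was tested for these.
In the mutant, 1724 genes passed an unadjusted p under 0.05, where chance gives 696.35. A trend with GC content and transcript length as the whole cause is argued against, since 1678 passed with it removed, and 1162 without library 129R to 2157 without 144R. Chance cannot be excluded: 6 of 35 splits of the 8 P28 libraries gave as many higher genes (594, highest other 2297) and 5 of 35 as many lower (1130, highest other 2297). The split with 1307 and 2297 calls put 144R of P28-wt with 030R, 129R and 079R of P28-KO, so it keeps much of the genotype contrast. It also follows GC content, with library correlations of -0.556 to -0.0147 on that side and -0.00531 to 0.566 on the other. Its log2 fold change had a correlation with GC content of -0.545, against -0.391 for genotype. Splits were not counted with the trend removed, so the part of the trend in these calls stays open.
For the 0 genes higher in the mutant at an adjusted p from limma, the splits say nothing, since any split reaches a count of 0 (35 of 35, highest other 2). For the count of 2 lower genes chance cannot be excluded (2 of 35, highest other 2), which does not bear on the 2 genes themselves, Mir132 and Mir212, listed at 0 in all 4 P28-KO libraries and at 9.74 to 24.7 RPKM in P28-wt. For age, only the real split gave as many as the 3719 higher and 4344 lower genes (1 of 35 each, highest other 0). This is the lowest count that 35 splits allow, and every other split mixes the ages. The splits therefore argue against chance for age but do not exclude it by themselves.
Genes with a miR-132-3p seed match were higher in the mutant by 0.081866, and whether the GC and length trend is the whole cause stays open, since the shift was 0.0028399 with it removed, within the SD between libraries of 0.006835, but 0.01691 in a form of removal that left part of the trend, and 0.01378 to 0.014785 against matched genes, above each of 1000 draws. A loss of miR-132-3p that lifts all of them by 0.05, a size and a test set after the result was seen, is argued against by each of these values, and a smaller lift stays open. The 20 reported targets had a median of 0.11835 with the trend removed, but 8 of them stand in the study's lists, which were picked on these libraries. The other 12 had a median of 0.1099, above draws of matched genes (-0.09315 to 0.05853), which argues against the trend as the whole cause, while chance cannot be excluded (3 of 35 splits, 0.1151, highest other 0.1241) and a loss of miR-132-3p acting on them stays open. Chance cannot be excluded for the medians of the miR-132-3p list (2 of 35 splits, 0.14273, highest other 0.17478) and the miR-212-5p list (3 of 35, 0.09971, highest other 0.11619). Nor can it for the seed shifts in the mutant of miR-132-3p (4 of 35, highest other 0.11928) and miR-212-5p (21 of 35, 0.024367, highest other 0.043341). For the miR-132-3p shift with age, 1 of 35 splits was as large (-0.094512, highest other 0.087333), the lowest count that 35 splits allow. Camera did not pass for it (p = 0.232 with an estimated correlation), so chance cannot be excluded there either. With the trend removed this shift turned to 0.047032.
Of the genes lower with age, 347 were higher in the mutant at an unadjusted p, against 185.28 expected. The trend alone is argued against by a ratio of 1.508 with it removed, but the bound set for it did not count the shared P28-wt libraries. In the 44 of 100 simulations of these with at least 100 genes higher in the mutant, the median ratio was 1.345, and 6 gave a ratio as large as observed. With both removed the mean ratio was 1.166. The share of the shared libraries cannot be told apart from other causes: with them split the mean covariance was -0.041164, against -0.06114 with them shared and -0.015025 in simulations, and 3 of 100 simulations gave a covariance as low and 9 an overlap as large. A loss of miR-132 and miR-212 stays open and was not tested for this overlap.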

How the results depend on the processing

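Removing the GC and length trend, the further matching, the matched differences and the replicate block were chosen after results were seen. Of the main results, 194 values under other settings and 137 without 1 library kept direction and threshold side or stayed within the allowed range. For age, the higher genes ranged from 3165 to 4734 and the lower from 3627 to 5489. The column names number the replicates 1 to 4 in each group. Same-numbered libraries had correlations of their deviations of -0.0485 to 0.114 for age and -0.0907 to 0.281 for KO. Of 8 libraries, 4 for age and 2 for KO correlated best with their own number. The correlation was above 0.1 in 2 of 4 pairs for age and in 1 of 4 for KO, so whether the numbers pair the samples stays open. With the replicate block, 3625 genes were higher and 4244 lower with age, and in KO 0 and 2 at an adjusted p and 701 and 1144 at an unadjusted p. Except where fewer samples enter, the cause was not tested. The paper's methods state the reads per sample, and what depth limits was not computed, since the table used here has no counts per gene.
The regularized test gave 679 genes higher and 1024 lower in KO at p under 0.05, 648 and 967 at a posterior probability above 0.6, and 2 and 3 after Benjamini-Hochberg adjustment.
The KO shift of the miR-132-3p seed genes no longer passed with no filter (0.070329), median-ratio scaling (0.081353), quantile normalization (0.078287), 8mer only (0.085665) or the trend removed (0.0028399, and 0.01691 in the form tried first), and was 0.061204 to 0.11021 without 1 library. With age it turned to 0.047032 with the trend removed, 0.0098937 matched on 3' UTR length and expression and 0.020843 matched also on GC. The miR-212-5p shift in KO turned to -0.0055333, -0.03338 and -0.0081042 in the same order, and was -0.0037014 to 0.038548 without 1 library.
The KO median of the miR-132-3p targets lower with age passed with all 12 libraries in 1 fit (0.14273), the trend removed (0.041721) and as a matched difference over draws of genes (0.040768), and was 0.11625 to 0.17838 without 1 library. That of miR-212-5p passed with Ddx3y as covariate (0.10176), the replicate block (0.09971), the trend removed (0.044989) and as a matched difference over draws of genes (0.035417), and was 0.069348 to 0.13485. Between libraries, the matched differences did not pass (exact permutation test, two-sided p = 0.143 and 0.257).
Gene lists past camera in KO went from 0 to 1 with an estimated correlation and all 12 libraries in 1 fit, and with the preset correlation from 11 to 6 with the trend removed and 6 to 16 without 1 library. Without 1 library, unadjusted KO calls were 311 to 968 higher and 557 to 1987 lower.
Grin2a with age (-0.0236) turned to 0.052104 (pseudocount 1), 0.016158 (median-ratio scaling), 0.028747 (quantile normalization), 0.46347 (Ddx3y covariate) and 0.37757 (trend removed), and was -0.36338 to 0.43851 without 1 library. Slc12a2 in KO turned to 0.018522 (median-ratio scaling) and 0.020834 (quantile normalization), and was -0.059373 to 0.062943 without 1 library, Slc12a5 in KO -0.10021 to 0.073538, and Sos1 in KO turned to -0.0017841 with the trend removed.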

Differences from the paper's values

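The paper's counts for the mutant come from a regularized test with a posterior probability above 0.6 as its stated criterion, while its lists go down to 0.593 and end at a p of 0.05, and the counts here come from limma at an adjusted p under 0.05. The paper gives 1698 genes differing in the mutant, 669 higher and 1029 lower, against 2, 0 and 2 here. Of the 19 alternatives set before the data were examined, 2 come within 1.5 times of the paper's counts: the regularized test at p under 0.05, with 679 higher and 1024 lower genes, and at a posterior probability above 0.6, with 648 and 967. The other 17 do not. At an unadjusted p under 0.05, limma gives 1724 genes, 594 higher and 1130 lower, which lie within 1.5 times of the paper's. For each of these 3 counts, 14 of the 19 alternatives stay within 1.5 times and 5 do not: leaving out 152R, 129R or 079R (totals of 868, 897 and 947) and the regularized test after Benjamini-Hochberg adjustment (5) for all 3 counts, leaving out 088R for the total (2885) and the lower genes (1987), and leaving out 030R for the higher genes (408).
The paper gives 54 miR-132-3p targets and 14 miR-212-5p targets higher in the mutant, against 0 and 0 here at an adjusted p. None of the 19 alternatives comes within 1.5 times of either, with at most 30 and 6. At an unadjusted p under 0.05, 38 of the 52 measured genes of the first list and 10 of the 13 of the second are higher. These counts were taken within the paper's own lists, so they cannot exceed the paper's. Both lie within 1.5 times of the paper's, but 9 of 19 and 13 of 19 alternatives lie beyond 1.5 times. For miR-132-3p these are the regularized tests (30, 28 and 0) and leaving out 079R (22), 129R or 152R (23), 030R or 146R (26) or 158R (30). For miR-212-5p, both pseudocounts, no filter, median-ratio scaling, all 12 libraries in 1 fit and leaving out 144R stay within it (10 to 11), and the others give 0 to 9.
The paper places the actin cytoskeleton and chemokine signalling pathways only among the genes higher with age. Its KEGG sheets list both pathways in both directions, and 45 measured members were higher and 60 lower for the first, and 31 and 42 for the second. It places neuroactive ligand-receptor interaction in both directions, while the sheet of the genes lower with age held here does not list it, and 38 of 42 measured members of the other sheet were higher and 0 lower at an adjusted p from limma.
The paper states that the decrease of a number of miR-132-3p targets, for which it lists 39 genes, does not take place in the mutant. Here 28 of the 39 were lower in P28-KO than in P10-wt at an adjusted p, with a median of 62.3% of the log2 decrease present, while all 39 lay above P28-wt in log2 fold change. The study picked these genes on these libraries as lower in P28-wt and higher in P28-KO. Their place above P28-wt was thus set by that choice, and the share also depends on it.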
